# Evolutionary recruitment of flexible *Esrp*-dependent splicing programs into diverse embryonic morphogenetic processes

**DOI:** 10.1038/s41467-017-01961-y

**Published:** 2017-11-27

**Authors:** Demian Burguera, Yamile Marquez, Claudia Racioppi, Jon Permanyer, Antonio Torres-Méndez, Rosaria Esposito, Beatriz Albuixech-Crespo, Lucía Fanlo, Ylenia D’Agostino, Andre Gohr, Enrique Navas-Perez, Ana Riesgo, Claudia Cuomo, Giovanna Benvenuto, Lionel A. Christiaen, Elisa Martí, Salvatore D’Aniello, Antonietta Spagnuolo, Filomena Ristoratore, Maria Ina Arnone, Jordi Garcia-Fernàndez, Manuel Irimia

## Abstract

Epithelial-mesenchymal interactions are crucial for the development of numerous animal structures. Thus, unraveling how molecular tools are recruited in different lineages to control interplays between these tissues is key to understanding morphogenetic evolution. Here, we study *Esrp* genes, which regulate extensive splicing programs and are essential for mammalian organogenesis. We find that *Esrp* homologs have been independently recruited for the development of multiple structures across deuterostomes. Although *Esrp* is involved in a wide variety of ontogenetic processes, our results suggest ancient roles in non-neural ectoderm and regulating specific mesenchymal-to-epithelial transitions in deuterostome ancestors. However, consistent with the extensive rewiring of *Esrp*-dependent splicing programs between phyla, most developmental defects observed in vertebrate mutants are related to other types of morphogenetic processes. This is likely connected to the origin of an event in *Fgfr*, which was recruited as an *Esrp* target in stem chordates and subsequently co-opted into the development of many novel traits in vertebrates.

## Abstract (web summary)

Epithelial-mesenchymal interplays are essential to many ontogenetic processes in vertebrates. Here Burguera *et al*. show diverse embryonic morphogenetic processes regulated by Epithelial Splicing Regulatory Protein (*Esrp*) in different deuterostome species.

## Introduction

During embryo development, tissues proliferate and differentiate in a coordinated manner to build a whole organism through a genome-guided process. Different cell types express distinct transcriptomes to control cellular identity and physiology, and to establish differential interaction capabilities between embryonic tissues. Final morphology is thus achieved by cell-specific transcriptomic responses to external and internal stimuli within each tissue. Therefore, changes in the genetic networks involved in morphogenesis are ultimately responsible for both the modification of organs and, at a macroevolutionary scale, the origin of new structures^1,2^.

In particular, epithelial-mesenchymal interplays are essential to many organogenetic processes in vertebrates^3,4^. These tissues often interact in morphogenetic interfaces through the exchange of cells and signaling molecules^5,6^. Despite the great diversity of cell types across the embryo, the majority can be classified as showing either mesenchymal or epithelial characteristics. This broad distinction, which is independent of tissue origin, has also been shown to be reflected in the patterns of gene expression and alternative splicing (AS)^7^. Those transcriptomic programs confer partly antagonistic morphogenetic properties to epithelial and mesenchymal tissues by modulating certain cellular features, such as adhesion, motility and polarity.

Of particular importance for mammalian morphogenesis is a mutually exclusive exon skipping event found in members of the FGF receptor (*Fgfr*) gene family^8^. Exons IIIb and IIIc encode a region of the third immunoglobulin domain (IgIII) of the FGFR1, FGFR2, and FGFR3 proteins, and are differentially included in transcripts from epithelial or mesenchymal cells, respectively. Importantly, their mutually exclusive inclusion has a dramatic effect on the affinity of the receptors for FGF ligands^9^, providing epithelial cells specificity for FGF signals secreted by the mesenchyme, and vice versa. Consistent with the importance of this regulatory system in development, disruption of the Fgfr2-IIIb isoform leads to severe defects during mice organogenesis^10^.

These and other morphogenesis-associated AS events are directly regulated by the *Epithelial Splicing Regulatory Protein* (*Esrp*) genes in mammalian species^11^. *Esrp1* and *Esrp2* were originally identified as positive regulators of IIIb exon inclusion of the *Fgfr2* gene^12^. They encode RNA-binding proteins that are dynamically expressed mainly in a subset of epithelial tissues during mouse development^13^, although mesenchymal expression has also been reported in chicken^14^. Recently, double knockout (DKO) mice for both *Esrp* genes were shown to display severe organogenetic defects and a complete shift to exon IIIc inclusion in *Fgfr1*, *Fgfr2*, and *Fgfr3* ^15^. In addition, many *Esrp* exon targets were identified in genes involved in cell–cell adhesion, cell polarity, and migration^16^. However, the origin and evolution of *Esrp* morphogenetic functions and its regulated AS programs remain largely unknown.

Here, to investigate the evolution of *Esrp* functions and associated transcriptomic programs, we performed *Esrp* loss-of-function or gain-of-function experiments in several deuterostome species. Within bony vertebrates, *Esrp* genes play conserved roles in the development of numerous homologous organs. Consistently, *Esrp* regulates a core set of homologous exons in the three studied vertebrate species, including the mutually exclusive exons in the *Fgfr* family. Study of three non-vertebrate deuterostomes showed that *Esrp* is involved in a wide variety of morphogenetic processes in multiple unrelated structures in these species, and that, among others, it likely played an ancestral role in regulating specific mesenchymal-to-epithelial transitions (METs) in the deuterostome ancestor. However, transcriptomic analyses showed that most exons present clade-restricted differential regulation. In particular, no *Esrp*-dependent alternative exons were found conserved between studied species belonging to different phyla. Exemplifying this split, we show that the *Fgfr* event affecting the IgIII domain originated from a Bilateria hotspot of recurrent AS evolution that was co-opted as an *Esrp* target at the base of chordates.

## Results

### *esrp1* and *esrp2* are involved in morphogenesis in zebrafish

A broad phylogenetic analysis showed that the *Esrp* family predates the origin of metazoans and that a single copy of *Esrp* has been maintained in most metazoan groups with the exception of the vertebrate lineage, in which two copies are present in all studied species (Supplementary Figs. 1, 2). To investigate the evolution of *Esrp* roles across deuterostomes at various phylogenetic distances, we first examined the expression and function of the two *Esrp* paralogs (*esrp1* and *esrp2*) in zebrafish. A highly dynamic expression pattern was observed for both genes during the development of zebrafish using whole-mount in situ hybridization (WMISH) (Fig. 1a, Supplementary Fig. 3). At early stages, both genes displayed different expression patterns. *esrp1* transcripts were detected in the whole epidermis at 14 h post-fertilization (h.p.f.), but its expression was restricted to the posterior part of the embryo at 16 h.p.f.. On the other hand, *esrp2* was found only in the hatching gland rudiment at these stages. However, from 24 h.p.f. to 5 days post-fertilization (d.p.f.), the expression of both genes converged in most territories. Their transcription was transiently activated during the development of multiple organs, including the olfactory epithelium, otic vesicle, pharynx, epidermis and notochord. *esrp2* showed expression in a few additional tissues, such as pronephros, hatching gland, liver, and heart.

**Fig. 1:**
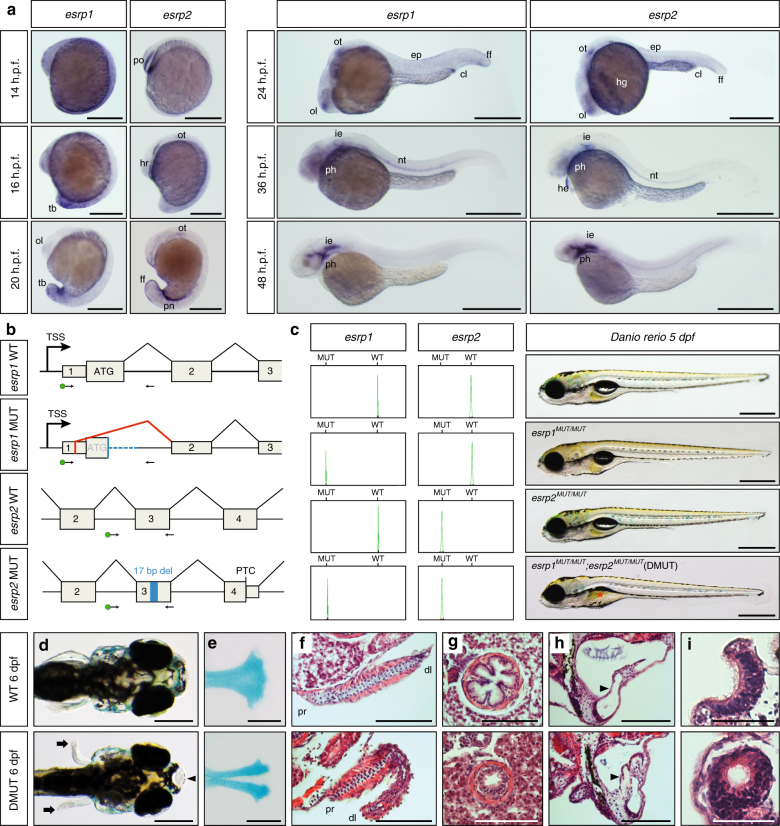
Expression and developmental roles of *esrp1* and *esrp2* in zebrafish. **a** WMISH for *esrp1* and *esrp2* in *Danio rerio* WT embryos. At 14 h.p.f., *esrp1* transcripts were observed in embryonic epidermis, while *esrp2* expression was only detected in the polster (po). At 16 h.p.f., *esrp1* was restricted to the posterior and tailbud (tb) epidermis, whereas *esrp2* persisted in the hatching gland rudiment (hr) and mild expression started to be detected in the otic placode (ot). By 20 h.p.f., *esrp1* was found in the tailbud epidermis and more subtly in the olfactory placode (ol), while *esrp2* appeared in new territories, such as pronephros (pn) and ectodermal cells of tailbud fin fold (ff). At 24 h.p.f., expression of both paralogs presented a similar pattern including olfactory and otic placodes, cloaca (cl), and epidermis (ep), although *esrp2* was also observed in the hatching gland (hg). By 36 h.p.f., both genes were detected in the inner ear epithelium (ie), notochord (nt), and phanynx (ph), and *esrp2* was also observed in the heart (he). At 48 h.p.f., expression was found predominantly in inner ear and pharynx. **b** Schematic representation of the genomic and transcriptomic impact of the selected *esrp1* and *esrp2* mutations. Blue boxes/lines represent genomic deletions in the mutants, while the red line depicts an altered splice junction in the *esrp1* mutant allele. TSS, transcription start site; PTC, premature termination codon; del, deletion. Standard and fluorescent (green dot) primers used during genotyping are represented by arrows. **c** Left: genotyping of embryos by fluorescent PCR readily distinguished between WT and MUT alleles. Right: Representative 5 d.p.f. larvae for wild type (WT), *esrp1* mutant (*esrp1* ^*MUT/MUT*^), *esrp2* mutant (*esrp2* ^*MUT/MUT*^), and double mutant (DMUT) genotypes. Deflated swim bladder in the DMUT embryo is indicated by a red asterisk. **d**–**i** Phenotypic differences between 6 d.p.f. WT (top) and DMUT (bottom) embryos in different embryonic structures. DMUT larvae showed impaired fin formation (arrows) and cleft palate (arrowhead) **d**, including malformation of the ethmoid bone, as shown by Alcian blue staining **e**. **f**–**i** Transversal histological sections stained with hematoxylin and eosin showing structural differences in pectoral fin **f**, esophagus **g**, inner ear **h** and olfactory epithelium **i**. Black arrowheads mark the dorso-lateral septum between semicircular canals in **h**. Proximal (pr) and distal (dl) parts of the fin are indicated in **f**. Scale bars: 1 mm **a**, 2 mm **c**–**e**, 100 µm **f**–**h**, 50 µm **i**

Next, we used the CRISPR-Cas9 system to generate loss-of-function zebrafish mutant lines for *esrp1* and *esrp2*. We targeted single guide-RNAs to the first and third exons of *esrp1* and *esrp2*, respectively (Fig. 1b). For *esrp1*, we selected a mutant allele with a 168-bp deletion and 14-bp insertion that induced the usage of an upstream cryptic splice donor, resulting in skipping of the whole coding sequence of exon 1, including the start codon. For *esrp2*, we selected a mutant allele with a 17-bp frame-disrupting deletion that produced a premature termination codon before the translation of any RNA-binding domain and that was predicted to trigger non-sense mediated decay (Fig. 1b). Expression of the mutant alleles was highly reduced in homozygous embryos, while transcript levels of the other paralog were not increased as a compensatory mechanism in the single mutants, as shown by quantitative PCR (Supplementary Fig. 3m). Furthermore, western blot assays confirmed the loss of the full-length protein for both mutant alleles, although faint bands that might correspond to shorter truncated proteins or unspecific signal were detected for *esrp1* (Supplementary Fig. 3n). Therefore, to further determine the functional impact of the mutations, we cloned the mutant and wild-type (WT) *esrp1* alleles in a pcDNA3.1 vector and transfect the construct into human 293T cells. Whereas expression of the WT allele of zebrafish *esrp1* was able to modify the splicing pattern of previously reported endogenous targets (*EXOC7*, *ARHGAP17*, and *FGFR1*) in the same way as its human ortholog^16^, expression of the mutant *esrp1* allele did not produce any measurable effect in exon inclusion levels (Supplementary Fig. 3o), although an effect on other regulatory processes cannot be ruled out. We were unable to clone the full-length transcript of the mutant *esrp2* allele due to its reduced expression. Altogether, these data support an efficient loss of function for both *Esrp* genes in our mutant lines, particularly with regards to splicing regulation.

Morphological examination of single *esrp1* or *esrp2* homozygous zebrafish mutants showed no apparent gross defects during development (Fig. 1c). Although *esrp2* mutant females were unable to produce eggs, both mutant lines grew normally in homozygosity and became seemingly healthy adults. However, double mutants (DMUT) presented multiple developmental abnormalities. Most larvae (28/37, 75.7%) died between 8 and 10 d.p.f., and no fish survived beyond 14 d.p.f.. Phenotypic analysis of 6 d.p.f. DMUT larvae showed multiple fully penetrant morphogenetic defects. All DMUT larvae presented cleft palate (Fig. 1d), with the medial population of cartilage cells being absent in the ethmoid plate, as revealed by alcian blue staining (Fig. 1e). Fin development was also impaired, with evident dysgenesis of its distal endoskeletal part (Fig. 1f). Reduction in esophagus diameter and loss of its villous shape was observed (Fig. 1g). The volume of the inner ear was smaller compared to WT larvae, and the dorso-lateral septum that separates the rostral and caudal semicircular canals was abnormally invaded by cellular and extracellular material (Fig. 1h). The posterior part of the olfactory epithelium formed a spherical internal lumen, instead of being open toward the embryo surface (Fig. 1i). Mutants also showed an abnormal arrangement of basibranchial pharyngeal cartilage (Supplementary Fig. 3p), in addition to a smaller and thicker swim bladder epithelium (Supplementary Fig. 3q), which failed to inflate in 24/35 (68.5%) of examined DMUT embryos (Fig. 1c). Interestingly, *Esrp* genes in mouse are also required during the development of structures homologous to some of these organs^15^, including several that exhibit distinct morphologies and functions compared to zebrafish, such as the lungs/swim bladder, palate skeleton and pectoral limbs/fins.

To characterize the phenotype of the DMUT embryos at the molecular level, we performed RNA-seq of two replicates of DMUT 5 d.p.f. and age-matched WT larvae (Methods section). This analysis confirmed the reduced expression for both mutant alleles in DMUT embryos (Supplementary Fig. 3r). 

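RNA from 5 d.p.f. larvae was analysed in 2 WT and 2 DMUT libraries, which the labels number replicate 1 and replicate 2 in each genotype. The DMUT larvae carry the mutant alleles of both *esrp1* and *esrp2*. The authors deposited cRPKM values, the reads per kilobase of uniquely mappable positions of a single transcript per gene, scaled to the number of mapped reads of the library and written with 2 decimals. No further scaling between libraries was applied to them. The table lists 31848 genes, of which 29336 had a value in every library and 2512 had none. cRPKM values are not counts, so the number of reads behind each value is not known and no counting interval was computed. The relative depth of the libraries was read from genes with few reads, whose values move in steps of a single read. Relative to WT replicate 1, a read was worth 1.12 times as much in WT replicate 2, 1.03 times in DMUT replicate 1 and 1.07 times in DMUT replicate 2. The values of all genes summed to 974399 and 1114064 cRPKM in WT replicates 1 and 2, and to 960639 and 1112384 cRPKM in DMUT replicates 1 and 2. The 10 genes with the highest values held 22.4% and 23.0% of the sum in the WT libraries and 19.0% and 24.4% in the DMUT libraries. The expression filter of the paper, cRPKM above 2 in both replicates of at least 1 genotype, left 11005 genes. A minimum of 5 cRPKM moved that number most, to 6651 genes. The median cRPKM of the filtered genes was 7.47 and 5.98 in WT replicates 1 and 2, and 9.16 and 5.90 in DMUT replicates 1 and 2. Expression differed at least 1.5-fold between the replicates for 3189 filtered genes (29.0%) in WT and 4832 (43.9%) in DMUT larvae. Fold changes and their standard errors are given on the log2(cRPKM + 0.5) scale, which understates the change of genes with low expression, and come from limma with Benjamini-Hochberg adjusted *p*-values.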

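Expression of *esrp1* (ENSDARG00000011245) was 25.4 ± 10.7 cRPKM (SD, n = 2) in WT larvae, with 32.9 in replicate 1 and 17.8 in replicate 2. In DMUT larvae it was 5.395 ± 3.19 cRPKM (SD, n = 2), with 7.65 and 3.14 in the replicates. The log2 fold change was -2.18 (standard error 0.50, adjusted p = 0.106, limma). Median-ratio scaling between libraries moved it most among the settings that keep all libraries, to -2.33. Expression of *esrp2* (ENSDARG00000018814) was 12.2 ± 4.21 cRPKM (SD, n = 2) in WT larvae, with 15.15 and 9.20 in the replicates, and 3.175 ± 2.36 cRPKM (SD, n = 2) in DMUT larvae, with 4.84 and 1.51. Its log2 fold change was -1.91 (standard error 0.55, adjusted p = 0.197, limma). Both genes were lower in each DMUT library than in each WT library, an arrangement for which a two-sided exact permutation test of 2 against 2 libraries cannot give a p-value below 0.33. Same-numbered replicates deviated together from their genotype means, with a correlation of 0.644 across the filtered genes, which are not independent of one another. With the replicate number as a block, the adjusted p-value was 7.92e-15 for *esrp1* (standard error 0.26) and 4.87e-12 for *esrp2* (standard error 0.26). The block leaves 1 residual degree of freedom per gene, and limma then took the spread of every gene from the trend across all genes. With each library left out in turn, the log2 fold change stayed between -2.77 and -1.60 for *esrp1* and between -2.62 and -1.21 for *esrp2*.

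**Figure D1:**
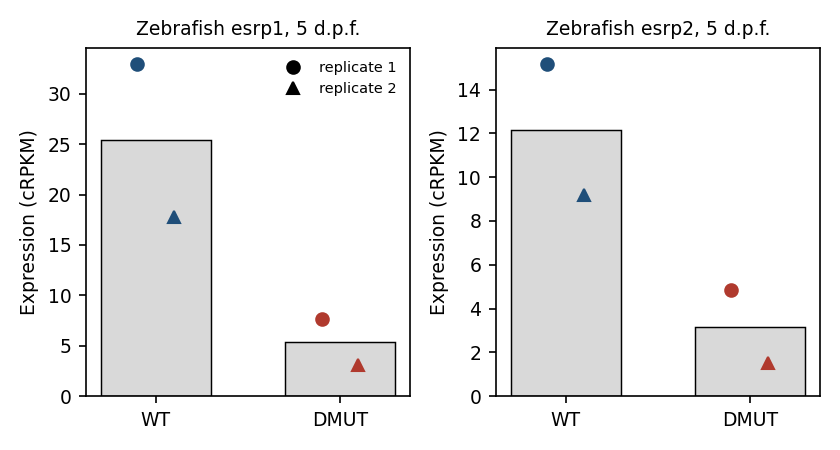
Expression of *esrp1* and *esrp2* in cRPKM in WT and DMUT larvae at 5 d.p.f.; bars give the mean of 2 replicates, circles replicate 1 and triangles replicate 2. For *esrp1* the WT libraries sit at 32.9 and 17.8 cRPKM and the DMUT libraries at 7.65 and 3.14.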

Differential gene expression analysis identified 248 and 609 downregulated and upregulated genes, respectively, (Supplementary Data 1). 

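Of the 11005 filtered zebrafish genes, 272 were downregulated and 635 upregulated in DMUT larvae by the fold rule of the paper, so 70.0% of these 907 genes were upregulated. The rule, described in Methods, asks for a ratio of mean cRPKM of at least 2 and a ratio of at least 1.5 in all 4 pairwise comparisons, and gives no *p*-value. Without the expression filter, the setting that moved the count most, 3539 genes passed. Scaling each library by its median ratio to the geometric mean of all libraries shifted the median log2 fold change of all genes by -0.14. Under that scaling 427 genes were downregulated and 485 upregulated (53.2% upregulated), and with quantile normalization 424 and 441 (51.0%). The limma test called 117 genes higher and 62 lower in DMUT larvae at an adjusted p-value under 0.05, and all 179 were past the fold thresholds. With quantile normalization it called 88 higher and 92 lower. Because same-numbered replicates deviated together (correlation 0.644 across genes), the comparison was repeated within the same-numbered pairs. Applied to those 2 pairs alone, the fold rule gave 363 downregulated and 753 upregulated genes. With the replicate number as a block, limma called 1409 genes higher and 684 lower, with the same limit of 1 residual degree of freedom.

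The 4 libraries were also split by replicate number in place of genotype, and 2895 genes then passed the same thresholds, 2874 of them higher in replicate 1. The remaining split of the libraries into pairs gave 27 genes. Among the genes with a gene symbol (names of clones not counted) called by limma and past the fold thresholds, the largest increases were in *EMC4 (2 of 2)*, *ME1 (2 of 2)* and *cyp2x9*. *EMC4 (2 of 2)* was listed at 0 in both WT libraries and at 90.6 and 98.7 cRPKM in DMUT replicates 1 and 2 (adjusted p = 0.00113, limma). *ME1 (2 of 2)* was listed at 0 in both WT libraries and at 13.8 and 19.3 cRPKM in the DMUT libraries (adjusted p = 0.00194, limma). Both belong to 26 genes that were near 0 in one genotype only, and each is named as a copy of a gene with a paralog. Strain variants and copies missing from the assembly were not tested. Expression of *cyp2x9* was 0.450 ± 0.127 cRPKM (SD, n = 2) in WT and 27.5 ± 0.955 cRPKM (SD, n = 2) in DMUT larvae, a log2 fold change of 4.89 (standard error 0.36, adjusted p = 0.00226, limma). The largest decrease was in *ccl27a*, from 178 ± 16.3 to 5.535 ± 1.69 cRPKM (SD, n = 2 each), a log2 fold change of -4.91 (standard error 0.29, adjusted p = 0.00194, limma). *ACAA2 (2 of 2)* had 11.95 and 18.9 cRPKM in the WT libraries and 1.48 and 0.130 in the DMUT libraries, a log2 fold change of -3.80 (standard error 0.60, adjusted p = 0.0367, limma). The keratin gene *krt96* had 104 and 219 cRPKM in the WT libraries and 10.2 and 12.15 in the DMUT libraries, a log2 fold change of -3.70 (standard error 0.37, adjusted p = 0.00760, limma). With the replicate block the adjusted p-values of these 6 genes lay between 1.18e-179 for *EMC4 (2 of 2)* and 2.74e-40 for *krt96* (limma). That fit took the spread from the trend across all genes, so these p-values do not measure the spread of each gene. For *ACAA2 (2 of 2)* the log2 ratios of the 2 pairs were -2.65 and -4.95, beside a standard error of 0.26 with the block.

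**Figure D2:**
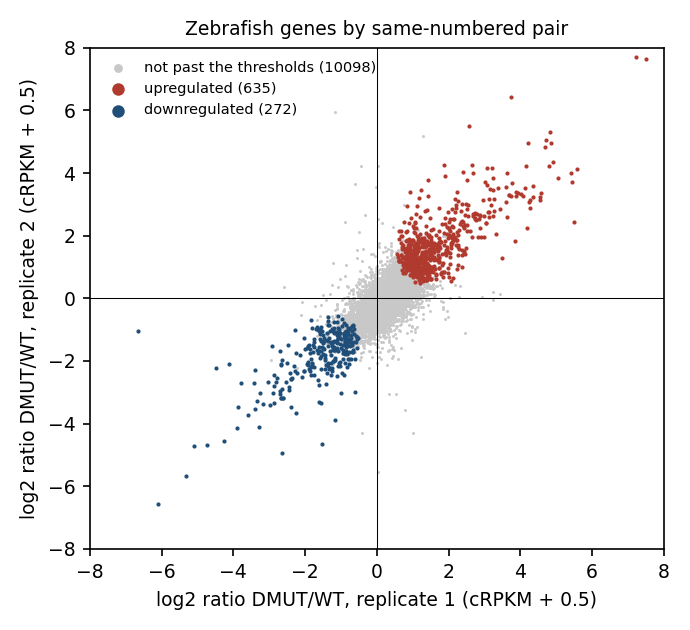
Each point is a filtered zebrafish gene, placed by its log2 ratio of DMUT to WT on cRPKM + 0.5 in replicate 1 (horizontal axis) and in replicate 2 (vertical axis). The 635 upregulated genes (red) and 272 downregulated genes (blue) lie apart from the origin in both pairs because the fold rule requires it. The 10098 genes not past the thresholds are grey.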

Gene Ontology (GO) enrichment analysis showed functional categories that were highly consistent with some of the observed phenotypes, such as skeletal system development and sensory perception (Supplementary Fig. 4). 

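GO terms were not assigned here. In their place, 8 gene families defined by symbol were tested among the upregulated and among the downregulated genes, with a two-sided Fisher's exact test against the 9538 filtered genes that carry a symbol and Benjamini-Hochberg adjustment over the 16 tests. Genes, not larvae, are the units of these tests. Genes of cartilage and bone matrix and skeletal regulators numbered 47 in the background. Of these, 7 were among the 462 upregulated genes with a symbol, 3.075 times the expected number (Fisher's exact test, adjusted p = 0.0280), and 5 were among the 154 downregulated genes, 6.59 times the expected number (Fisher's exact test, adjusted p = 0.00487). A minimum of 5 cRPKM moved the result for the upregulated genes most, to 4.26 times the expected number (Fisher's exact test, adjusted p = 0.00506). Within the 2 same-numbered pairs alone (correlation of same-numbered replicates 0.644 across genes) it was 2.56 times (Fisher's exact test, adjusted p = 0.07205), and the downregulated genes held 4.90 times the expected number (Fisher's exact test, adjusted p = 0.0179). The largest increases among these genes were in *mmp13a*, from 3.075 ± 0.262 to 38.5 ± 0.233 cRPKM (SD, n = 2 each; log2 fold change 3.45, standard error 0.30, adjusted p = 0.00430, limma), in *matn1*, with a log2 fold change of 1.57 (standard error 0.25, adjusted p = 0.0367, limma), and in *col11a2*, with 1.25 (standard error 0.38, adjusted p = 0.2125, limma). The largest decreases were in *dlx3b* (-1.60), *matn3a* (-1.37) and *matn3b* (-1.10), each with a limma adjusted p-value above 0.05.

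Phototransduction, crystallin, olfactory and inner-ear genes numbered 101 in the background. Of these, 51 were upregulated, 10.4 times the expected number (Fisher's exact test, adjusted p = 2.08e-39), and 0 were downregulated. The pairs gave 57 upregulated genes, 9.70 times the expected number (Fisher's exact test, adjusted p = 3.21e-43). Crystallin genes of the lens made up 33 of the 51, and the test counts each as independent of the others. Expression of *crybb1* was 9.47 and 49.0 cRPKM in WT replicates 1 and 2, and 472 and 859.5 cRPKM in DMUT replicates 1 and 2, a log2 fold change of 4.84 (standard error 0.71, adjusted p = 0.0289, limma). The log2 fold change was 4.71 for *crybb1l1* (standard error 0.69, adjusted p = 0.0291, limma) and 4.58 for *cryba1b* (standard error 0.73, adjusted p = 0.0388, limma). After median-ratio scaling or quantile normalization, 0 of the crystallin genes had a limma adjusted p-value under 0.05. With the replicate block the adjusted p-values of the genes named here lay between 6.23e-76 for *crybb1* and 0.00228 for *matn3b* (limma). They rest on the trend across all genes and do not measure the spread of each gene. Crystallin genes are near-identical in part, so their values can rest on few uniquely mappable positions. From the enriched GO categories, the paper relates the expression changes to phenotypes of the DMUT larvae, among them those of the skeleton and the sensory organs. The sensory phenotypes it describes are in the inner ear and the olfactory epithelium. Olfactory and inner-ear genes were not counted apart here, so the family result, mostly crystallins, does not bear on those organs.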

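Families of cytoskeletal and adhesion genes were tested in the same zebrafish lists, including the pairs of same-numbered replicates (correlation 0.644 across genes). Actin, tubulin, myosin, kinesin and intermediate filament genes numbered 118 in the background. Of these, 11 were downregulated in DMUT larvae, 5.77 times the expected number (Fisher's exact test, adjusted p = 2.36e-05), and 3 were upregulated, 0.525 times the expected number (Fisher's exact test, adjusted p = 0.664). Within the pairs 13 were downregulated, 5.08 times the expected number (Fisher's exact test, adjusted p = 1.22e-05). Beside *krt96*, the keratin genes *cyt1l* and *cyt1* had the largest decreases. Expression of *cyt1l* was 15811 ± 4134 cRPKM (SD, n = 2) in WT and 1836 ± 680 cRPKM (SD, n = 2) in DMUT larvae, a log2 fold change of -3.13 (standard error 0.39, adjusted p = 0.0161, limma). Expression of *cyt1* was 6225 ± 381 cRPKM (SD, n = 2) in WT and 869 ± 199 cRPKM (SD, n = 2) in DMUT larvae, a log2 fold change of -2.86 (standard error 0.29, adjusted p = 0.00739, limma). The upregulated genes included *tubb4b* (log2 fold change 1.28) and *krt94* (1.05).

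Cadherins, claudins and other cell–cell junction proteins numbered 67 in the background. Of these, 3 were upregulated and 1 was downregulated, 0.924 times the expected number in each direction (Fisher's exact test, adjusted p = 1.000 in both). Among the pairs 4 were upregulated (1.03 times the expected number) and 2 downregulated (1.375 times the expected number), with adjusted p = 0.914 for both (Fisher's exact test). The upregulated genes were *CLDN22* (log2 fold change 1.97), *cdh17* (1.03) and *pkp2* (0.95), and the downregulated gene was *pkp1b* (-1.51). Integrins, laminins and other cell-matrix adhesion proteins numbered 47 in the background. Of these, 1 was upregulated, 0.439 times the expected number (Fisher's exact test, adjusted p = 0.971), and 1 was downregulated, 1.32 times the expected number (Fisher's exact test, adjusted p = 0.779). The pairs gave 1 upregulated and 2 downregulated genes, 0.366 and 1.96 times the expected number (Fisher's exact test, adjusted p = 0.8385 and 0.621). The upregulated gene was *THBS1 (2 of 2)*, with 3.22 ± 0.0707 cRPKM (SD, n = 2) in WT and 9.15 ± 0.636 cRPKM (SD, n = 2) in DMUT larvae. With the replicate block the adjusted p-values of the genes named here lay between 1.60e-96 for *cyt1l* and 0.00401 for *pkp2* (limma), again with the spread of the trend and not of each gene.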

Interestingly, other significantly enriched categories pointed to specific impaired processes at the cellular level such as cell–cell adhesion, cell-matrix adhesion and cell component morphogenesis.

### *Esrp* expression and function during *Ciona* development

To examine the diversity of roles that *Esrp* genes play during embryogenesis beyond the vertebrate clade, we next studied the ascidian *Ciona robusta*, a species belonging to the sister group of vertebrates, the tunicates^17^. Expression of the single *Esrp* ortholog present in the *Ciona* genome was detected in the embryonic epidermis after neurulation, as in the case of vertebrates (Fig. 2). In addition, *Esrp* expression was also observed in a bilateral domain located within the mesenchymal lineage from early to late tailbud stage. *Ciona* mesenchymal cells derive from the *Twist-like1-*expressing A7.6 [trunk lateral cells; TLCs], B7.7, and B8.5 blastomeres of the 110-cell stage embryo^18^. As development proceeds, those cells divide and give rise to three mesenchymal sub-lineages that are located in a region of the trunk adjacent to the tail during mid-tailbud stages. *Twist-like1* enhances the transcription of several mesenchymal genes, including *Twist-like2*, before being downregulated around mid-tailbud stage^18,19^. In subsequent stages, a number of cells coming from the *Twist-like2*-positive lineage migrate toward the anterior part of the trunk to contribute to the formation of mesodermal organs^20^.

**Fig. 2:**
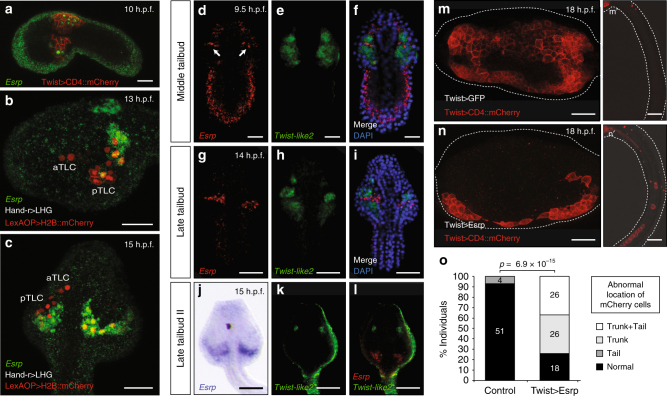
*Esrp* is expressed in a subpopulation of TLCs in *Ciona* and is able to modulate cell motility in the mesenchymal lineage. **a** *Esrp* expression (green) is detected at 10 h.p.f. by fluorescent WMISH in the epidermis and in some cells within the mesenchymal lineage, as shown by co-staining with mChe driven by the Twist promoter, which labels the *Twist-like1*-derived cell lineage. **b**, **c** *Esrp* (green) is expressed in the TLC lineage as shown by co-staining with Hand-r > LHG/LexAOP > H2B::mCherry (red) in 13 h.p.f. and 15 h.p.f. embryos in lateral **b** and dorso-lateral **c** views, respectively. aTLC: Anterior TLCs, pTLC: posterior TLCs. **d**–**l** Double fluorescent WMISH for *Esrp* (red) and *Twist-like2* (green), with the exception of **j**, which corresponds to colorimetric *Esrp* mRNA staining (purple). At middle tailbud stage, *Esrp* expression is detected in both epidermis and mesenchymal cell lineage (the latter is marked by arrows). **m**-**m’** Mesenchymal lineage in WT larvae at 18 h.p.f. stained in red using the Twist > CD4::mCherry construct. Twist > GFP was used as co-electroporation control plasmid, showing full co-electroporation (green channel not shown for clarity). **n**–**n’** Mesenchymal lineage stained in larvae co-electroporated with Twist > CD4::mCherry and Twist > Esrp constructs. The trunk region is shown in **m**–**n**, while tail segments are shown in **m’**–**n’**. **o** Quantification of the different phenotypes of mesenchymal cell lineage motility observed in Twist > Esrp and control larvae. These included individuals with abnormal migration in the trunk (‘Trunk’), with ectopic mChe-positive cells in the tail (‘Tail’) or both phenotypes (‘Trunk + Tail’). *P*-values correspond to a two-sided Fisher Exact tests (‘Normal’ vs rest). Scale bars correspond to 25 µm

We confirmed the expression of *Esrp* within the mesenchymal lineage with a double-staining assay. Fertilized eggs were electroporated with a construct (Twist > CD4::mChe) carrying the *Twist-like1* promoter driving the expression of the membrane-targeted Cherry (mChe) protein as a reporter^21^. An anti-mChe antibody was used to track the mesenchymal cell lineage, while endogenous *Esrp* expression was visualized by fluorescent WMISH (Fig. 2a). A similar assay using a LexA/LexAop system driven by the *Hand-r* proximal enhancer^22^ narrowed the identity of this *Esrp*-expressing domain down to a subset of posterior TLCs (Fig. 2b, c). This mesenchymal lineage contributes to the formation of specific organs like the oral siphon muscle and the epithelium of the 1^st^/2^nd^ gill slits^20^.

To unravel the dynamics of these *Twist-like1*-derived *Esrp*-positive cells, we next performed a double WMISH with probes for *Esrp* and *Twist-like2*. This showed that the expression of both genes is rapidly regulated during development and that they soon acquire a mutually exclusive expression pattern, which becomes evident by late tailbud stage (Fig. 2g–i). At late tailbud II stage, *Twist-like2* was restricted to anterior mesenchymal domains, while *Esrp* transcripts were only detected in the posterior-most part of the trunk (Fig. 2j–l).

The common developmental origin of these two cell populations, the function of *Twist-like2* as a key inducer of cellular migration^23^, and the described antagonistic roles of *Esrp* and *Twist* genes in mammalian cells^24^ led us to hypothesize that *Esrp* may confer particular morphogenetic properties to the subset of cells within the mesenchymal lineage in which it is expressed and that, therefore, *Esrp* expression needs to be turned off in the other lineages for their correct ontogenesis. To test this possibility, we ectopically expressed *Esrp* in all mesenchymal cells (*Twist* > Esrp) during early stages, together with *Twist* > CD4::mChe to visualize them. We fixed embryos at larval stage, when a large part of the cell migration towards the anterior part of the trunk has occurred. We observed two main phenotypes associated with an abnormal mesenchymal distribution in 75% of individuals (*n* = 70). In all affected embryos, migrating mChe-positive cells were found only in the lateral sides adjacent to the epidermis, but not through the middle part of the trunk (Fig. 2m, n, o). In addition, 35% of co-electroporated larvae also showed ectopic mChe-positive cells distributed along the tail, which were only very rarely observed in control individuals (Fig. 2o). Interestingly, a previous study found that some cells derived from B7.7 and B8.5 mesenchymal lineages, which normally do not express *Esrp*, localized in the tail of *Twist-like1* knockdown of *Ciona* larvae, integrating muscular and endodermal tissues^20^. Altogether, our results thus suggest that *Esrp* may modulate motility properties of the mesenchymal cell lineage in ascidians, as well as compromise topological cellular fate when ectopically expressed.

### Dynamic *Esrp* expression during amphioxus embryogenesis

We next investigated *Esrp* expression in the amphioxus *Branchiostoma lanceolatum*, a cephalochordate species that shares a general chordate bodyplan with vertebrates, although it lacks many of their key traits and presents several developmental particularities^25^. Amphioxus *Esrp* showed a highly dynamic expression pattern during embryo development, generally more restricted than its vertebrate counterparts (Fig. 3). In early neurula embryos (14 h.p.f.), *Esrp* transcripts were observed in the border region, an ectodermal tissue adjacent to the neural plate (Fig. 3a). During neurulation, *Esrp* was strongly expressed along the ectodermal hinge points of neural tube closure (Fig. 3b, c). Right after neurulation (21 h.p.f.), transcription of *Esrp* was extended to the epidermis of the whole embryo (Fig. 3d). Finally, in pre-mouth larvae stages, the expression was restricted to the tailbud region, anterior ectoderm, and, strikingly, in a few cells near and within the dorsal epidermis (arrows in Fig. 3e–g). Because of their shape and location, the latter group of cells may correspond to a previously described population of epidermal sensory neurons^26–28^. These cells have been reported to delaminate from the ventral ectoderm, migrate underneath the epithelium toward the dorsal part of the embryo and re-integrate into the ectoderm, where they become sensory cells. Based on its dorsal expression, we speculate that *Esrp* might contribute to the process of epithelial integration at the final migratory stages.

**Fig. 3:**
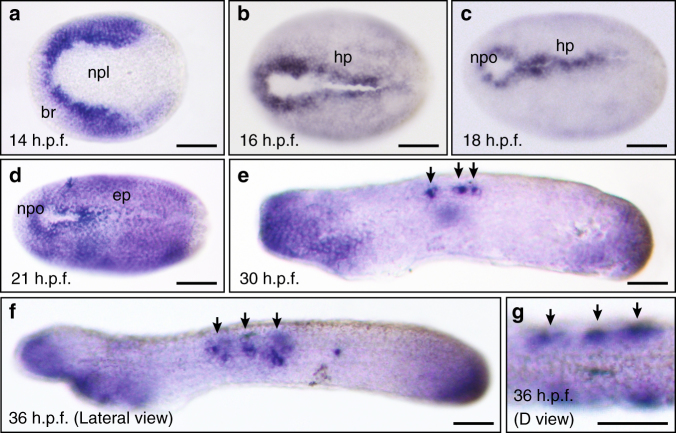
*Esrp* is expressed dynamically in the non-neural ectoderm during amphioxus embryo development. WMISH of *Esrp* in *Branchiostoma lanceolatum* embryos. Anterior is to the left in all cases. **a** 14 h.p.f. early neurula (dorsal view) showing expression in the ectodermal cells located in the border region (br) next to the neural plate (npl). **b**, **c** 16 h.p.f. and 18 h.p.f. mid-neurula embryos (dorsal view) stained most strongly in the ectodermal cells next to the neural plate border and that form the hinge points (hp) during neural tube closure. The location of the neuropore (npo) is indicated. **d** In 21 h.p.f. late neurula (dorsal view), *Esrp* expression is extended throughout the whole epidermis (ep). **e**,** f** Early (30 h.p.f.) and late (36 h.p.f.) pre-mouth stages (lateral views) showing *Esrp*-positive cells in anterior ectoderm, tailbud epithelia and in a few cells that likely corresponding to migrating sensory cells during epidermal incorporation or already integrated into the epithelium (black arrows). **g** Dorsal view of a 36 h.p.f. embryo shows the epidermal location those *Esrp*-positive cells (black arrows). Scale bars: 50 µm **a**–**f**, 25 µm **g**

### *Esrp* is required for MET of pigment cells in sea urchin

We next investigated the functions of *Esrp* in the purple sea urchin *Strongylocentrotus purpuratus*. This organism belongs to Ambulacraria, sister group of chordates, with a transcriptome-based annotated genome and available genetic tools. Colorimetric WMISHs revealed *Esrp* expression in the ectoderm and mesoderm in one half of the embryo at blastula stages (24–36 h.p.f.) (Fig. 4a–c). Expression was no longer detected at gastrula (48 h.p.f.) or early pluteus stages (72 h.p.f.). Fluorescent WMISH confirmed *Esrp* expression in the ectoderm and non-skeletogenic mesodermal cells at 30 h.p.f. (Fig. 4d, e). To investigate the nature of the ectodermal region with *Esrp* expression, we performed double fluorescent WMISH with *Esrp* and *Hnf6*, a marker for the ciliary band^29^, the region where ciliary cells and neurons differentiate (Fig. 4f). No signal overlap was observed between the two genes, indicating that *Esrp* expression is restricted to the non-neural ectoderm. Next, double WMISH with *Gcm*, a marker for aboral non-skeletogenic mesoderm at the mesenchyme from blastula stage onward^30^, showed that *Esrp* expression in the ectodermal tissue corresponds to the aboral side (Fig. 4g–i). Interestingly, we observed co-expression of *Gcm* and *Esrp* in pigment cells precursors, a population of non-skeletogenic mesodermal cells that delaminate from the aboral side of the tip of the invaginating archenteron and migrate during gastrulation from the mesoderm toward the ectoderm, where they insert between epithelial cells becoming immunocytes^31,32^.

**Fig. 4:**
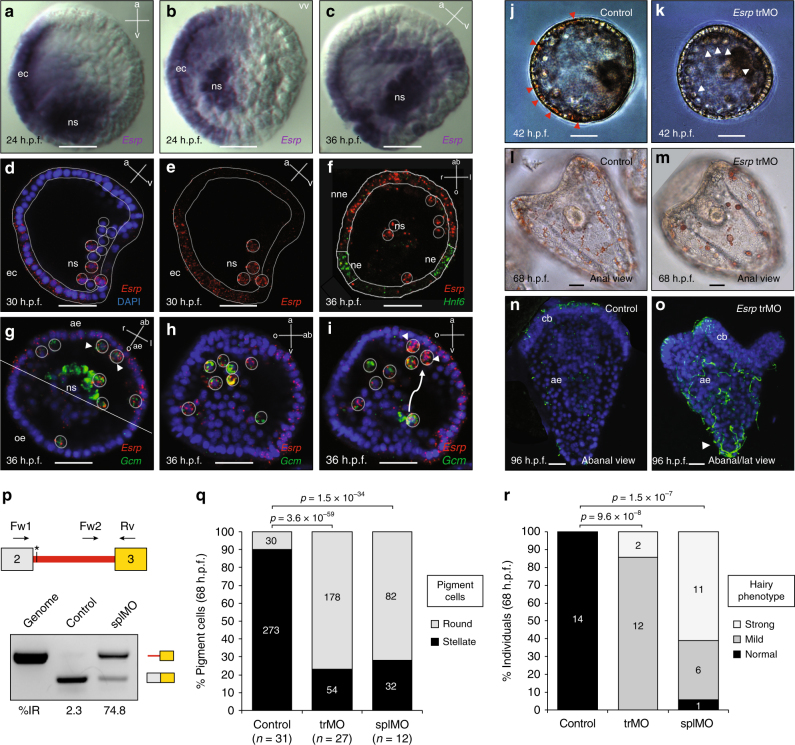
*Esrp* represses cilia formation in aboral ectoderm and is necessary for complete MET of pigment cells. **a**,** b** Colorimetric WMISH of *Esrp* in sea urchin embryos at 24 h.p.f., in lateral **a** and vegetal **b** views, showed expression in one side of the ectodermal territory (ec) and in some cells of the non-skeletogenic mesoderm (ns). vv, vegetal view. **c** Lateral view at 36 h.p.f. confirmed *Esrp*’s asymmetric expression in one side of the ns mesoderm. **d**, **e** Fluorescent WMISH at 30 h.p.f. (lateral view) confirmed ectodermal and mesodermal expression of *Esrp*. **f** Double fluorescent WMISH showed that *Esrp* expression (red) at 36 h.p.f. (animal pole view) did not overlap with the neurogenic ectoderm (ne) marker *Hnf6* (green). nne, non-neural ectoderm. **g** Double fluorescent WMISH of *Esrp* (red) and *Gcm* (green) at 36 h.p.f. (animal pole view) revealed that *Esrp* was expressed in the aboral ectoderm (ae) and in the pigment cell precursors. Pigment cell precursors that are already in contact with the ectodermal epithelium are marked by arrowheads. oe, oral ectoderm. **h**, **i** *Esrp* (green) and *Gcm* (red) at 36 h.p.f. in two different stacks from same embryo (lateral view). The arrow indicates a representative migratory path of pigment cells from mesoderm to ectoderm. At the top right corner of each panel **a**–**i**, the orientation of the depicted embryo along the animal [a] - vegetal [v], oral [o] – aboral [ab], left [l] –right [r] axes are reported, when possible. **j**, **k** Early gastrula (42 h.p.f.) from uninjected control and *Esrp* trMO embryos showed differences in pigment cell location. Red/white arrowheads indicate pigment cells already integrated into the ectoderm or in the sub-ectodermal space, respectively. **l**, **m** Early pluteus larvae (68 h.p.f.) in abanal view show differences in pigment cell morphology upon trMO treatment (roundish instead of stellate/dendritic). **n**, **o** Ectopic embryonic cilia stained with acTubulin in the aboral ectoderm (ae) of 96 h.p.f. *Esrp*-trMO injected embryos. Apex is marked by a white arrowhead. cb, ciliary band. **p** RT-PCRs showing the levels of intron 2 retention in *Esrp* transcripts from control and *Esrp* splMO embryos; genomic DNA was used as a reference for intron inclusion. The asterisk marks the position of the first in-frame termination codon in intron-retained transcripts. **q** Quantification of pigment cell morphology in control, *Esrp* trMO and splMO knockdown 68 h.p.f. embryos (sum of three independent experiments). **r** Quantification of the ‘hairy’ phenotype in control, *Esrp* trMO and spMO knockdown 68 h.p.f. embryos (sum of two independent experiments). *P*-values correspond to 2-way **q** or 3-way **r** two-sided Fisher Exact tests. Hairy phenotype was considered “mild” when aboral ectoderm cells show long cilia (of similar or longer length than ciliary band cells) and “strong” when, in addition to the latter, larvae show particularly long cilia at the apex, as indicated by an arrowhead in panel **o**. Scale bars correspond to 20 µm

To explore the functions of *Esrp* in this organism, we generated gene knockdowns by injecting morpholinos (MO) into sea urchin zygotes. To ensure that the knockdowns produced specific effects, we used two different MOs in independent experiments: one blocking translation and another impairing splicing of intron 2, whose retention generates a premature termination codon four aminoacids downstream of exon 2. Efficiency of the splicing MO was assessed by RT-PCR (Fig. 4p). We observed two main phenotypic defects in both MO injections, supporting knockdown specificity (Fig. 4q, r). First, whereas in control embryos most pigment cells were already located in the ectoderm at gastrula stage (42 h.p.f.) (Fig. 4j, k, Supplementary Fig. 5a) and acquired a dendritic conformation by prism/early pluteus stages (68 h.p.f.) (Fig. 4l, m, q), in knockdown embryos these cells were usually observed in the sub-ectodermal space at gastrula stage and maintained their roundish shape at prism stages (*p* < 10^−4^ for all comparisons, Fisher Exact test). This failure in the complete integration of pigment cells into the ectoderm likely constitutes an impaired MET. Second, knockdown embryos showed a “hairy” phenotype at gastrula and pluteus stages, consisting of ectopic long cilia on the aboral ectoderm, especially at the apex (Fig. 4j, k, n, o, r, Supplementary Fig 4b; *p* < 10^−6^ for all comparisons, 3-way Fisher Exact test). In summary, these results indicate that *Esrp* in sea urchin is necessary for a complete integration of pigment cells into its destination epithelium and to avoid ciliogenesis in aboral ectodermal cells.

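RNA from sea urchin embryos at 24 h.p.f. was analysed in 2 control libraries and 2 libraries of embryos injected with the splicing morpholino against *Esrp* (splMO), numbered replicate 1 and replicate 2 in each group. The authors deposited cRPKM values made as for zebrafish, here on the sea urchin gene models of EchinoBase. The table lists 19620 genes, of which 19499 had a value in every library and 121 had none. The number of reads behind each value is again not known. A read was worth 1.02 times as much in control replicate 2 as in control replicate 1, 1.00 times in splMO replicate 1 and 0.970 times in splMO replicate 2. The values summed to 1175475 and 1134264 cRPKM in control replicates 1 and 2, and to 1212863 and 1226503 cRPKM in splMO replicates 1 and 2. The 10 genes with the highest values held 10.6% and 12.6% of the sum in the control libraries and 10.2% and 14.25% in the splMO libraries. The expression filter left 14803 genes, and a minimum of 5 cRPKM moved that number most, to 12697. The median cRPKM of the filtered genes was 16.5 and 19.0 in control replicates 1 and 2, and 18.6 and 18.1 in splMO replicates 1 and 2. Expression differed at least 1.2-fold between the replicates for 9880 filtered genes (66.7%) in the controls and 7297 (49.3%) in the splMO embryos.

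*Esrp* is listed as *Rbm35A=ESRP2* (WHL22.339658). Its expression was 265 ± 39.9 cRPKM (SD, n = 2) in control embryos, with 293 and 237 in replicates 1 and 2, and 292 ± 72.9 cRPKM (SD, n = 2) in splMO embryos, with 343 and 240. The log2 fold change was 0.12 (standard error 0.26, adjusted p = 0.990, limma), and with each library left out in turn it ranged from -0.13 to 0.38. The deviations of same-numbered replicates from their group means had a correlation of 0.546 across genes. With the replicate number as a block the standard error was 0.19 (adjusted p = 0.849, limma). The morpholino acts on the splicing of intron 2, and a value per gene does not measure how much of that intron is retained, so these values do not test the knockdown.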

To further characterize these developmental defects, we generated RNA-seq data for two replicates of SplMO-injected embryos at 24 h.p.f. and age-matched controls. These data confirmed our RT-PCRs results showing a high level of retention of *Esrp* intron 2 due to the morpholino effect (Supplementary Fig. 5c). Differential gene expression analysis identified 360 and 712 downregulated and upregulated genes, respectively (Supplementary Data 2). 

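Of the 14803 filtered sea urchin genes, 290 were downregulated and 544 upregulated in splMO embryos (65.2% of 834 upregulated) by the fold rule of the paper for this species, a ratio of mean cRPKM of at least 1.5 and a ratio of at least 1.2 in all 4 pairwise comparisons. With quantile normalization 431 were downregulated and 437 upregulated (50.35%). Leaving out control replicate 2 moved the count most, to 4236 genes, with 2 pairwise comparisons in place of 4. Because same-numbered replicates deviated together (correlation 0.546 across genes), the rule was also applied to the 2 same-numbered pairs alone, which gave 472 downregulated and 852 upregulated genes. At an adjusted p-value under 0.05, limma called 0 genes, and 511 genes had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.274. With the replicate number as a block it called 89 genes higher and 14 lower, of which 88 were past the fold thresholds. With the block and median-ratio scaling together it called 0 genes, and 1897 genes had an unadjusted p-value under 0.05. Split by replicate number in place of treatment, the 4 libraries gave 2923 genes past the same thresholds, 1640 of them higher in replicate 2, and the remaining split gave 306 genes.

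None of the genes with the largest changes past the fold thresholds had a limma adjusted p-value under 0.05 without the block. *Cln3=CLN3* was listed at 0 in both control libraries and at 28.0 and 9.01 cRPKM in splMO replicates 1 and 2. *NA=RG9MTD2*, which has a human-like name only, was listed at 0 in both control libraries and at 17.5 and 11.3 cRPKM in the splMO libraries. The histone gene *Lhh2be=HIST1H2BO*, a member of a multicopy family, had 6.63 and 0 cRPKM in the control and 39.9 and 25.7 cRPKM in the splMO libraries, a log2 fold change of 4.11 (standard error 1.23, adjusted p = 0.986, limma). *SPU_018672=UBE2J2* had 4.04 and 2.05 cRPKM in the control libraries and was listed at 0 in both splMO libraries. *Jip3_1=MYH7B* had 3.14 and 4.47 cRPKM in the control and 0 and 1.22 cRPKM in the splMO libraries, a log2 fold change of -2.20 (standard error 0.67, adjusted p = 0.986, limma). *SPU_015590=CLEC16A* had 3.38 and 2.57 cRPKM in the control and 0.850 and 0 cRPKM in the splMO libraries, a log2 fold change of -2.07 (standard error 0.58, adjusted p = 0.986, limma). With the replicate block the adjusted p-values of these genes lay between 3.22e-05 for *NA=RG9MTD2* and 0.0529 for *SPU_015590=CLEC16A* (limma).

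**Figure D3:**
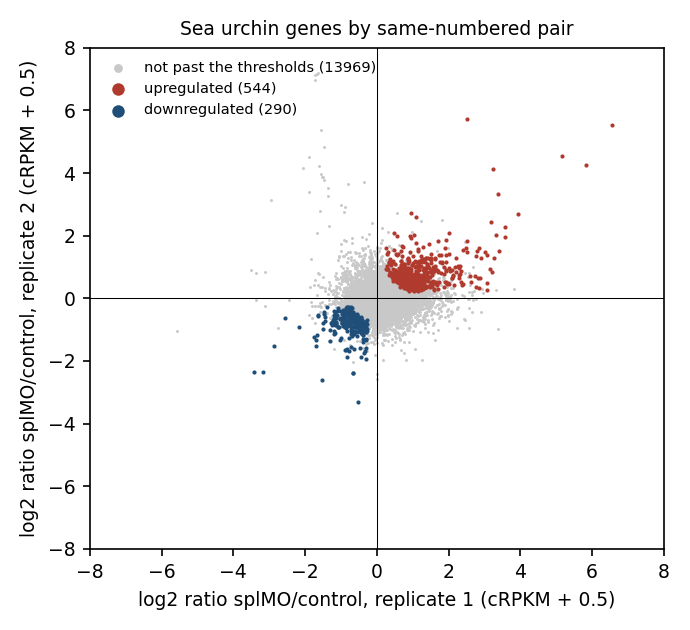
Each point is a filtered sea urchin gene, placed by its log2 ratio of splMO to control on cRPKM + 0.5 in replicate 1 (horizontal axis) and in replicate 2 (vertical axis). The 544 upregulated genes are red, the 290 downregulated genes blue and the 13969 genes not past the thresholds grey.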

Interestingly, some enriched GO categories for these gene sets were similar to those found for the zebrafish DMUT analysis, including cell–cell adhesion, cell component morphogenesis and ectoderm development (Supplementary Fig. 5d). 

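The families defined by symbol were tested in the sea urchin lists with the human-like part of each gene name, against the 14134 filtered genes that have one. No family stands for ectoderm development, which was not tested. Cadherins, claudins and other cell–cell junction proteins numbered 89 in the background. Of these, 2 were upregulated, 0.644 times the expected number (Fisher's exact test, adjusted p = 0.950), and 2 were downregulated, 1.17 times the expected number (Fisher's exact test, adjusted p = 0.919). In the same-numbered pairs (correlation of same-numbered replicates 0.546 across genes) 6 were upregulated, 1.24 times the expected number (Fisher's exact test, adjusted p = 0.781), and 3 were downregulated, 1.08 times the expected number (Fisher's exact test, adjusted p = 0.934). Many of these 89 genes matched the symbol patterns in error. Without them, a setting chosen after the data were seen, 25 remain, of which 0 were upregulated and 1 was downregulated, 2.09 times the expected number (Fisher's exact test, adjusted p = 0.596). The downregulated gene was *Hypp_844=DSP*, with 19.3 ± 1.14 cRPKM (SD, n = 2) in control and 12.0 ± 2.52 cRPKM (SD, n = 2) in splMO embryos.

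Actin, tubulin, myosin, kinesin and intermediate filament genes numbered 258 in the background. Of these, 11 were downregulated, 2.22 times the expected number (Fisher's exact test, adjusted p = 0.0706), and 7 were upregulated, 0.778 times the expected number (Fisher's exact test, adjusted p = 0.885). With pairs alone 12 were downregulated, 1.49 times the expected number (Fisher's exact test, adjusted p = 0.297), while after median-ratio scaling it was 16, 2.65 times the expected number (Fisher's exact test, adjusted p = 0.00525). Beside *Jip3_1=MYH7B*, the largest decreases were in *Dynlc1-3a=DYNLL2* (log2 fold change -1.54, standard error 0.47) and *Myo3b=MYO16* (-0.84, standard error 0.35). Of 136 integrins, laminins and other cell-matrix adhesion proteins, 7 were downregulated, 2.68 times the expected number (Fisher's exact test, adjusted p = 0.0706), and 4 were upregulated, 0.843 times the expected number (Fisher's exact test, adjusted p = 1.000). With pairs alone 17 were downregulated, 4.00 times the expected number (Fisher's exact test, adjusted p = 9.29e-06). The downregulated genes included *Frem1L=FREM2*, with 1573 and 1008 cRPKM in the control and 816 and 653 cRPKM in the splMO libraries, and *Fras1=FRAS1*, with 9.53 and 10.5 cRPKM in the control and 6.38 and 5.43 cRPKM in the splMO libraries. With the replicate block the adjusted p-values of the genes named here lay between 0.0360 for *Jip3_1=MYH7B* and 0.388 for *Fras1=FRAS1* (limma).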

We also observed a significant enrichment for functions related to nervous system development among the upregulated genes, consistent with a possible failure in proper non-neural ectoderm specification.

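Neural transcription factors, axon guidance and neuronal RNA-binding genes numbered 209 in the sea urchin background. Of these, 7 were among the 493 upregulated genes with a human-like name, 0.960 times the expected number (Fisher's exact test, adjusted p = 1.000), and 12 were among the 271 downregulated genes, 2.995 times the expected number (Fisher's exact test, adjusted p = 0.00574). For the upregulated genes the direction changed with the setting, and median-ratio scaling moved the value most, to 1.17 times the expected number (Fisher's exact test, adjusted p = 0.750). In the same-numbered pairs (correlation of same-numbered replicates 0.546 across genes) 12 were upregulated, 1.06 times the expected number (Fisher's exact test, adjusted p = 0.934), and 23 were downregulated, 3.52 times the expected number (Fisher's exact test, adjusted p = 2.62e-06). The upregulated members included *Ppglcp=HES4*, with 17.0 and 36.7 cRPKM in the control and 78.9 and 73.6 cRPKM in the splMO libraries (log2 fold change 1.59, standard error 0.39), and *SPU_000152=NOTCH2* (log2 fold change 0.87, standard error 0.25). The largest decreases were in *Hypp_69=NOTCH1* (log2 fold change -1.16, standard error 0.40), *Hyalin2=NOTCH1* (-1.11, standard error 0.40) and *Reeler/Egf/Cub_1=NOTCH1* (-0.99, standard error 0.37). These 3 carry a human-like *NOTCH1* name beside a sea urchin name of another kind, so the family holds genes that need not be neural. Without the replicate block, each of these genes had a limma adjusted p-value of 0.986, and with it the adjusted p-values lay between 0.00936 for *Ppglcp=HES4* and 0.343 for *Reeler/Egf/Cub_1=NOTCH1*. From an enrichment of nervous system functions among the upregulated genes in its own GO analysis, the paper proposes a possible failure to specify the non-neural ectoderm. That analysis rests on the paper's own list, on which the neural family was not tested.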

### Evolutionary comparison of *Esrp*-dependent splicing programs

Next, we investigated the origin and evolution of alternative exon programs regulated by *Esrp* across multiple phylogenetic distances using our zebrafish and sea urchin RNA-seq data, as well as previously published RNA-seq data for *Esrp* perturbations in mouse epidermis^15^ and three human cell cultures^33,34^. Importantly, this approach detects both direct and indirect *Esrp*-regulated events, hereafter referred together as *Esrp*-dependent. We identified 342 differentially spliced cassette exons in human, 262 in mouse, 497 in zebrafish, and 199 in sea urchin (Supplementary File 1; see Methods section for details). In all species, these exons were found enriched in genes associated with certain GO terms, such as vesicle-mediated transport, GEF activity, and actin cytoskeleton cell components (Supplementary Fig. 6). Additionally, we detected lower numbers of other types of AS regulatory changes, such as alternative 5′ or 3′ splice site choice and intron retention (Fig. 5a, Supplementary Data 3). RT-PCR assays validated all tested differentially regulated exons in zebrafish (∆PSI correlation *R* ^2^ = 0.90, *n* = 15) and in sea urchin (*R* ^2^ = 0.89, *n* = 12) (Supplementary Fig. 7). RNA regulatory maps for the top twelve hexamers bound by *Esrp* identified by SELEX-seq^33^ showed clear enrichment above background at expected regions for *Esrp*-dependent exons for all species (Supplementary Fig. 8a), although results from sea urchin were less clear, likely reflecting a higher fraction of indirect targets detected using a knockdown strategy in whole embryos.

**Fig. 5:**
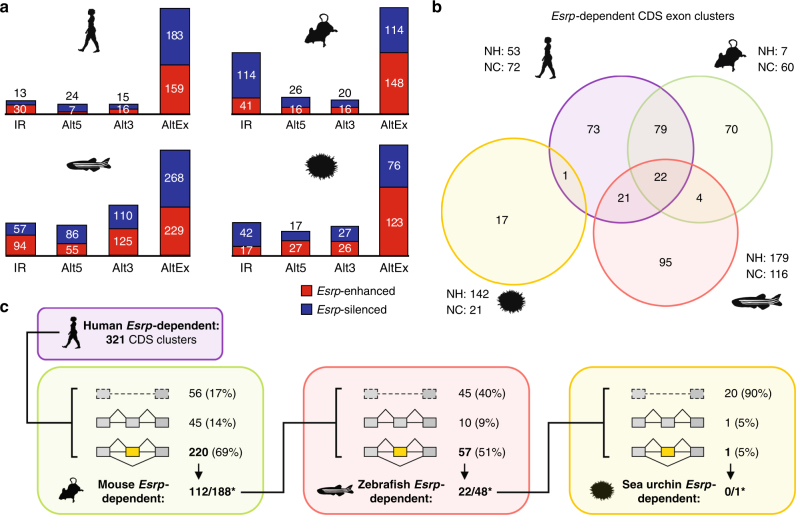
Evolution of *Esrp*-dependent splicing programs. **a** Number *Esrp*-dependent AS events by type detected in human, mouse, zebrafish and sea urchin, RNA-seq samples. Red/blue bars correspond to *Esrp*-enhanced/silenced inclusion of the alternative sequence. IR, intron retention; Alt5, alternative 5′ splice site choice; Alt3, alternative 3′ splice site choice; AltEx, alternative cassette exons. **b** Venn diagram showing the overlap among homologous *Esrp*-dependent cassette exons in coding regions detected as regulated in the same direction in the studied species. Only *Esrp*-dependent exons with homologs in at least two species and sufficient read coverage in all the species in which they have homologs are included in the comparison. *Esrp*-dependent exons that lack homologous counterparts in all the other species are indicated for each species (NH). Similarly, the number of *Esrp*-dependent exons that do not have sufficient read coverage in at least one of the species with a homologous exon is displayed for each species (NC). **c** Summary of conservation at the level of genomic presence, alternative splicing and *Esrp*-dependency for all 321 clusters of human *Esrp*-dependent coding exons in other species. Shared *Esrp*-dependent exons between the previous phylogenetic group are classified in the test species into three categories: (i) the exon is not detected in the genome (top row, discontinuous line); (ii) the homologous exon is detected in the genome, but it is constitutively spliced (middle row, gray exon); and (iii) the homologous exon is alternatively spliced (bottom row, yellow exon, numbers in bold). Below this classification, the number of similarly regulated *Esrp*-dependent exons shared by the two species/lineages over the number of alternatively spliced exons with sufficient read coverage from (iii) (indicated by asterisks), is shown

To understand the evolution of *Esrp*-dependent programs at the exon level, we next built clusters of high confidence homologous coding cassette exons within conserved gene intron-exon structures (Supplementary Data 4 and see Methods section). Comparisons between closely and distantly related organisms uncovered different scenarios with regards to the sources for exon recruitment. On the one hand, most *Esrp*-dependent exons among vertebrates presented a homologous counterpart in another species, ranging from 97% in mouse to 59% in zebrafish (Supplementary Fig. 8b). On the other hand, we only detected homologous counterparts in any of the studied genomes for 21% of sea urchin differentially regulated exons. When taking only the clusters with homologous exons in at least two species and with sufficient read coverage in all the organisms in which the exon exists, both mammals shared most of their *Esrp*-dependent exon sets (Fig. 5b, Supplementary Fig. 8c). On the contrary, we observed a large fraction of lineage-specific *Esrp*-dependent regulation in the case of zebrafish (67%) and sea urchin (94%). Alternative exons with *Esrp*-like motifs in expected exonic or nearby intronic regions in vertebrates generally showed higher levels of shared *Esrp*-dependent regulation (Supplementary Fig. 9a), and presence of *Esrp*-like motifs in equivalent positions in orthologous exons was often associated with increased shared regulation (Supplementary Fig. 9b). Consistently, human exons with shared *Esrp*-dependent regulation between mammals or among vertebrates showed higher conservation of their flanking intronic sequences than human-specific and non-*Esrp*-dependent alternative exons (Supplementary Fig. 8d).

When focusing on the full set of 321 clusters with human *Esrp*-dependent exons, 83% had a homologous exon in mouse, most of which were also alternatively spliced in the rodent species (Fig. 5c). Among the homologous alternative exons with sufficient read coverage in mouse, 112/188 (60%) were identified as *Esrp*-dependent (in the same direction) also in this species. These events include numerous previously described *Esrp*-dependent exons in genes, such as *Scrib, Nf2*, *Enah*, and *Grhl1* ^15^. From this set of shared mammalian targets, we found homologous exons in zebrafish in 67 cases (60%), most of which were also alternatively spliced in this species (Fig. 5c). Interestingly, we detected a core set of 22 homologous exons classified as *Esrp*-dependent in the three vertebrate species, including some in genes previously associated with morphogenetic processes^35^ (e.g., *Numb, p120-catenin*, *Arhgap17* or *Itga6*; Supplementary Table 1). However, most of these exons (90%) did not have a detected homologous counterpart in sea urchin, and the two exons identified in the echinoderm genome did not exhibit *Esrp*-dependent differential regulation (Fig. 5c).

We also identified 49 orthologous genes whose AS was dependent on *Esrp* in at least two species, but in which the specific regulated exons were different (i.e., non-homologous). Remarkably, 21 of these cases involved sea urchin and at least one vertebrate. Moreover, we further observed a significant fraction of target genes with more than one *Esrp*-dependent exon, ranging from 5.2% in sea urchin to 19.1% in zebrafish. These observations highlight the evolutionary plasticity of some genes for multiple acquisition of *Esrp*-dependent AS regulation. An interesting case is *Cd44*, which acquired at least nine *Esrp*-dependent novel exons within the mammalian clade, and is involved in ureteric branching in mouse^36^, a process affected in *Esrp1* KO mice^37^. Finally, it should be noted that additional transcriptomic data from other tissues or developmental stages may increase the fraction of shared *Esrp*-dependent exons detected among species, whereas the use of techniques such as CLIP-Seq would allow actual discrimination between direct and indirect targets in future studies.

### Regulation of *Fgfr* AS by Esrp is conserved among chordates

We next focused on the AS event in the *Fgfr* family, which is the only one of the 22 *Esrp*-dependent homologous exon groups shared by the three vertebrate species that affects multiple paralogs in each organism. Evolutionary conservation of the mutually exclusive exons encoding the IgIII domain of *fgfr2* had been previously reported for zebrafish^38^. As in mammals^39^, we found homologous AS events also in *fgfr1a*, *fgfr1b* and *fgfr3*, but not in *fgfr4*. RT-PCR assays for those *Fgfr* genes showed a complete isoform switch toward the mesenchymal IIIc exons in zebrafish *esrp1* and *esrp2* DMUT embryos (Fig. 6a). Interestingly, the *Fgfr* ortholog of sea urchin harbored only one exon homologous to those alternatively spliced in vertebrates, which was constitutively included in all transcripts (see below). Therefore, to assess when the vertebrate *Fgfr* AS event originated during evolution, we then turned to the chordate amphioxus. We found that the sole amphioxus *Fgfr* gene harbors exons homologous to IIIb and IIIc that are also alternatively spliced in a mutually exclusive manner. In addition, a cephalochordate-specific exon was found in this genomic region (exon IIIx; Fig. 6b). RT-PCR assays on dissected adult tissues showed that *Esrp* expression was only strongly detected in the amphioxus skin, where the highest inclusion of exon IIIb was also observed (Fig. 6b). An amphioxus-specific isoform including both exons IIIx and IIIc was also detected in this tissue, while inclusion of exon IIIc alone was nearly absent. On the other hand, the rest of the tissues express predominantly the isoform containing only the exon IIIc.

**Fig. 6:**
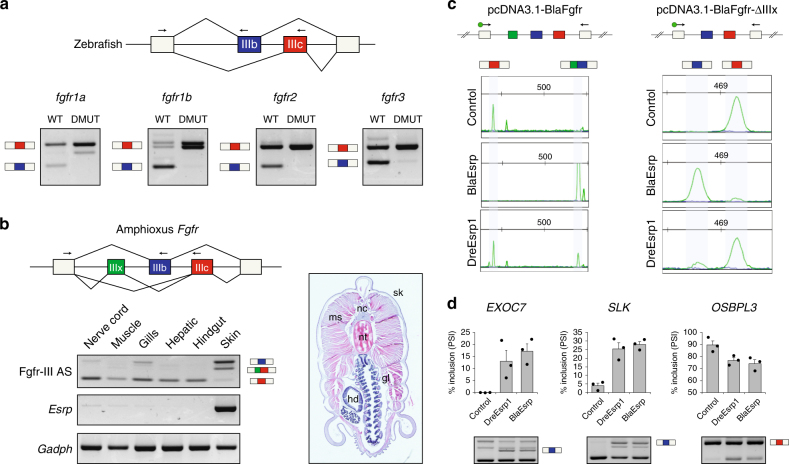
*Fgfr* AS is regulated by *Esrp* genes in vertebrates and amphioxus. **a** RT-PCR assays showing differential *Fgfr* exon IIIb and IIIc inclusion in WT versus DMUT 5 d.p.f. zebrafish embryos. **b** RT-PCR assays for *Fgfr* AS in different amphioxus adult tissues, depicted in a transversal section. nc, nerve cord, ms, muscle, gl, gills, hd, hepatic diverticulum, nt, notochord, sk, skin. Reverse primers were designed in both exons IIIb and IIIc (arrows) and used together in the same PCR reaction. **c** Top: schematic representation of pcDNA3.1-based minigene constructs containing the genomic region spanning the *Fgfr* AS event of *Branchiostoma lanceolatum*, with (pcDNA3.1-BlaFGFR) and without (pcDNA3.1-BlaFGFRΔIIIx) exon IIIx. Bottom: relative intensity of fluorescent RT-PCR bands supporting differential inclusion of exons IIIb and IIIc when transfecting the minigenes alone (Control) or together with a plasmid containing either amphioxus or zebrafish full-length *Esrp* transcripts (BlaEsrp and DreEsrp1, respectively). Despite significant mis-splicing of the minigene in all conditions, only the amphioxus construct was able to induce a dramatic switch toward exon IIIb inclusion. Primers were designed in the neighboring constitutive exons (arrows). **d** RT-PCR assays for endogenous human AS events in the same control, BlaEsrp or DreEsrp1 transfected 293T cells showing that the amphioxus and zebrafish *Esrp* constructs are able to modulate endogenous *Esrp*-dependent events in a similar manner. Error bars correspond to standard errors of three biological replicates. *Esrp*-enhanced isoforms are marked with an isoform cartoon

To gain further insights into the regulatory evolution of this event, we made two minigene constructs, one comprising the whole genomic region spanning the amphioxus *Fgfr* AS event, and one lacking the amphioxus-specific exon IIIx (Fig. 6c). These minigenes were individually transfected into human 293T cells together with an expression vector containing the amphioxus or the zebrafish full-length *Esrp* transcripts. Remarkably, despite considerable mis-splicing of the minigenes in 293T cells, amphioxus *Esrp* acted as a major regulator of *Fgfr* AS, promoting inclusion of IIIb exon in both minigenes (Fig. 6c). On the other hand, zebrafish *esrp1* produced only very mild changes compared to the control, despite the fact that both amphioxus and zebrafish *Esrp* genes were able to modify the AS pattern of endogenous exon targets as the human *ESRP1* (Fig. 6d, Supplementary Fig. 10). Therefore, altogether, these results provide two main insights into the evolution of *Fgfr* AS regulation: (i) its mutually exclusive regulation by *Esrp* originated before the last common ancestor of chordates; and (ii) it exhibits lineage-specific regulatory requirements in *trans* in cephalochordates.

### Independent evolution of AS in *Fgfr* in Bilaterian lineages

Given its remarkable conservation across chordates for over 550 million years of independent evolution, we next studied the evolution of *Fgfr* AS in further detail. A gene structure analysis for Bilateria species showed that vertebrate exons IIIb and IIIc are the result of a single tandem exon duplication that occurred in the lineage to leading to chordates, before the split of its three main sub-phyla (Fig. 7). In contrast, the single pro-orthologous exon IIIb/IIIc is found as constitutively included in all observed transcripts from all studied non-chordate species. However, previous studies reported other AS events in the genomic locus encoding the region homologous to the IgIII domain in two non-vertebrate species (the purple sea urchin^40,41^ and the red flour beetle^42^), and we further show that a diverse array of AS events independently evolved in most studied lineages (Fig. 7). In particular, the previously reported alternative exon in sea urchin is located upstream of exon IIIb/IIIc and exhibits no sequence similarity with its neighboring exons. Moreover, its inclusion was not detected as *Esrp-*dependent, which is consistent with the non-overlapping expression of *Fgfr* and *Esrp* genes during sea urchin’s development^43^. Remarkably, this exon is also present an alternatively spliced across the Ambulacraria clade, which comprises echinoderms and hemichordates. In summary, our phylogenetic survey shows that this genomic region is a hotspot for recurrent AS evolution across Bilateria, likely due to its potential to modulate FGF signaling^8^.

**Fig. 7:**
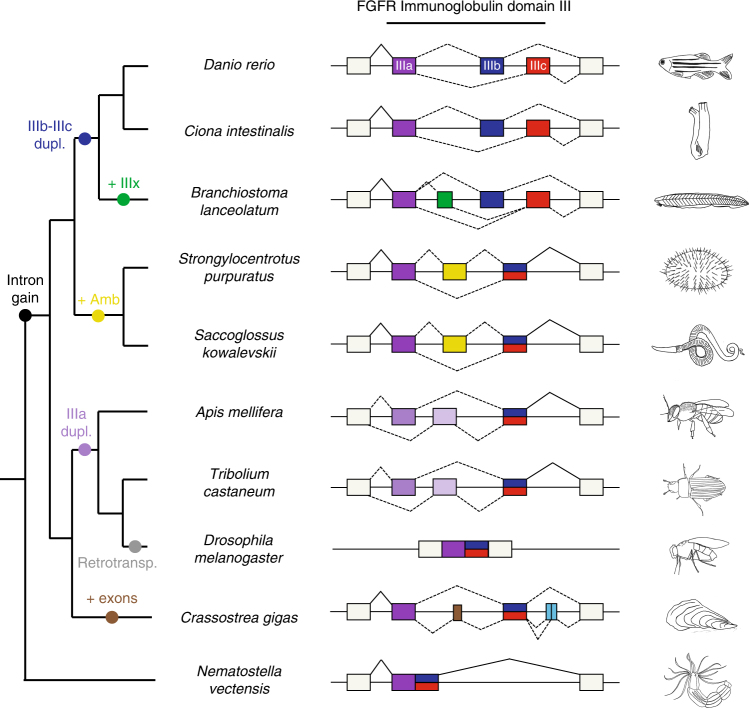
Gene structure and AS at the IgIII domain of the *Fgfr* gene family in metazoans. Schematic representation of the AS diversity in the region encoding the homolog of the *Fgfr* IgIII domain for zebrafish (*Danio rerio*), vase tunicate (*Ciona intestinalis*), amphioxus (*Branchiostoma lanceolatum*), purple sea urchin (*Strongylocentrotus purpuratus*), acorn worm (*Saccoglossus kowalevskii*), honey bee (*Apis mellifera*), red flour beetle (*Tribolium castaneum*), fruit fly (*Drosophila melanogaster*), pacific oyster (*Crassostrea gigas*), and starlet sea anemone (*Nematostella vectensis*). Boxes represent exons, horizontal lines are introns, and diagonal lines connect splicing junctions. Homologous to vertebrate exons IIIa, IIIb, and IIIc are shown in purple, blue and red, respectively. The non-chordate pro-orthologous exon of exons IIIb and IIIc is colored half blue and half red. The amphioxus- and ambulacrarian-specific alternative exons are depicted in green and yellow, respectively. Light violet colors are used for the insect-specific mutually exclusive event involving exon IIIa, and brown and light blue for oyster-specific exons. Gray exons are constitutive in all species. Fruit fly orthologs (*heartless* and *branchless*) are intronless genes. Dupl: duplication; Amb: ambulacraria-specific exon; retrotransp.: retrotranscription

## Discussion

Similar to recent reports in mouse^13,15^, we found that *Esrp* genes are dynamically expressed in non-neural ectoderm territories during some developmental stages of zebrafish, vase tunicate, amphioxus, and sea urchin. This suggests a putative ancestral regulatory role for *Esrp* in embryonic non-neural ectoderm at least since the last common ancestor of living deuterostomes. Additionally, *Esrp* was also detected in these organisms in many other tissues involved in clade-specific morphogenetic processes. While this gene family is likely to play a wide variety of roles depending on the cell type and species during development, in some cases *Esrp* seems to influence epithelial integration and/or cell motility properties. For instance, in sea urchin, mesodermal *Esrp*-expressing cells undergo a MET, thereby becoming integrated into ectodermal epithelium, a process that was impaired upon *Esrp* knockdown. Moreover, a similar function may explain *Esrp* expression in a group of amphioxus migrating cells. In the vase tunicate, our experiments suggest that co-option of *Esrp* into a subpopulation of the mesenchymal cell lineage may have contributed to modulate their motility. And, in vertebrates, a population of neural crest-derived migratory cells^44^ that integrate into the palate are absent in this structure in both mouse and zebrafish DMUT embryos. Moreover, in human cell cultures and cancer, *ESRP1* has been shown to increase cell adhesion and reduce cell motility^24,35^. Altogether, these results suggest that, although they are usually involved in other types of ontogenetic functions in vertebrates, like branching morphogenesis^15,37,45^, *Esrp* might also contribute to epithelial integration and/or cell motility during some specific developmental processes in this subphylum. Thus, given this phylogenetic distribution, it is plausible that *Esrp* may have regulated specific MET processes in the ancestor of living deuterostomes.

Despite these suggested ancestral roles, many of the detected exons showed clade-restricted regulation. Such diversification of transcriptomic targets may have allowed the refinement and expansion of *Esrp* ontogenetic functions in each lineage. Interestingly, among studied vertebrates, non-overlapping programs have evolved mostly by recruiting pre-existing exons, which were usually already alternatively spliced. On the other hand, only a minor fraction of the echinoderm *Esrp*-dependent exons have detected homologous counterparts in any of the vertebrate genomes (and vice versa). This indicates that origin of novel exons is a major factor contributing to re-assembly of lineage-specific *Esrp* regulatory programs among distantly related metazoan lineages, as it has been suggested for other AS factors^46–48^. However, we identified several gene functions that were enriched among *Esrp*-dependent programs across the studied species, altogether indicating that *Esrp* regulation may be impacting some common molecular pathways. Moreover, we observed several cases of shared *Esrp* regulation at the gene level in which the specific exons differ in each phyla, including genes involved in diverse morphogenetic processes in metazoans^49–53^ (e.g., *Exoc7*, *Slain2*, *Epb41*, *Ift88*, and *Scrib*). These could provide an explanation for the progressive disentanglement of exon programs across phylogeny while still having an impact on some related molecular functions.

Our results also highlight multiple conserved roles of *Esrp* in specific organogenetic processes within bony vertebrates, as similar phenotypes in various homologous structures are found in both mouse and zebrafish mutants. This is reflected at the molecular level by a core target set of at least 22 homologous exons among the three studied vertebrate species, including members of the *Fgfr* family. In fact, a number of impaired structures reported in *esrp1* and *esrp2* DMUT embryos have also been described in conditional mutant mice for the *Fgfr2*-IIIb epithelial isoform^10^. This is consistent with our results that zebrafish *Esrp* genes, as well as their mammalian counterparts, are essential for inclusion of IIIb exons in embryonic tissues. Thus, a major molecular cause for the phenotypes reported in mouse and zebrafish DMUTs is likely the disturbance of epithelial-mesenchymal FGF signaling during development of those organs. This case illustrates how the recruitment of one or few key targets can both constrain and canalize the function of a regulatory factor within a certain clade.

Finally, we determined that *Esrp*-dependent AS of *Fgfr* genes originated in stem chordates, after intragenic tandem duplication of the pro-homologous exon IIIb/IIIc. Thereby, chordates evolved a unique way of using the FGF signaling to regulate epithelial-mesenchymal crosstalk during development through a new molecular interaction that has been intensively exploited by vertebrates. Strikingly, different AS events have independently evolved in other phyla in the orthologous genomic region of *Fgfr* genes encoding the IgIII domain. We suggest that most of these AS events in non-chordate species may also contribute to modulate the affinity of the receptors for different *Fgf* ligands, although their specific developmental roles will be determined by the splicing regulatory logic in each organism. Furthermore, this case exemplifies how a probably non-adaptive fixation at the microevolutionary level had a long-term impact on animal evolution: an intron gain mutation provided the Bilateria lineage with a hotspot of great macroevolutionary potential through post-transcriptional regulation.

## Methods

### Domain and phylogenetic analyzes of *Esrp* genes

Putative *Esrp* orthologs for all organisms included in Supplementary Figs. 1, 2 were identified by combining blastp and tblastn searches against NCBI databases and resources specific for sponges^54^ and choanoflagellates (unpublished transcripts provided by Daniel Richter). Domain detection was performed using the NCBI conserved domain search function^55^ (https://www.ncbi.nlm.nih.gov/Structure/cdd/wrpsb.cgi). To reconstruct the phylogenetic relationships of *Esrp* genes among the Apoikozoa clade (Metazoa + Choanoflagellata), we first aligned protein sequences with MAFFT^56^. Neighbor-joining algorithm, as implemented by MEGA7 with default parameters and a JTT substitution model, was employed for tree reconstruction using only conserved positions of the multi-sequence alignment, as identified by MAFFT.

### Zebrafish experimental procedures

Breeding zebrafish (*Danio rerio*) were maintained at 28 °C on a 14 h light/10 h dark cycle as previously described. All protocols used have been approved by the Institutional Animal Care and Use Ethic Committee (PRBB–IACUEC), and implemented according to national and European regulations. All experiments were carried out in accordance with the principles of the 3Rs.

To investigate the expression of *Esrp* genes during development, embryos were raised at 28 °C for staging^57^ and fixed overnight with 4% paraformaldehyde (PFA) in PBS at 4 °C. RNA probes were labeled with digoxigenin, and WMISH was performed using Nitrobluetetrazolium/bromochloroindolyl phosphate (NBT/BCIP) as chromogenic substrate for the final alkaline phosphatase^58^. A minimum of 15 embryos of the same stage was used to evaluate expression patterns. To create loss-of-function zebrafish lines for *esrp1* and *esrp2*, we used the CRISPR-Cas9 system. We first assessed the presence of multiple promoters in both genes looking at RNA-seq-based annotations and H3K4me3 ChIP-seq peaks at their respective loci in the UCSC browser. Since each gene had only one promoter, we designed single-guide RNAs (gRNAs) targeting the first and third exons of *esrp1* and *esrp2*, respectively. The genomic target sites were identified using a publicly available web tool (http://crispr.mit.edu/). Selected targeted gRNA sequences corresponded to: 5′-GGAGCAAGTGGGGATAAGTTGGG-3′ for *esrp1* and 5′-GGAGACCGGGCTCACTGCCGAGG-3′ for *esrp2*. The CRISPR-Cas9 approach was performed following the protocol from Chen and Wente laboratories^59^. Engineered vectors were obtained from Addgene. Volume of 1 nl of a mixed solution containing gRNA (80 ng/µl) and purified Cas9 mRNA (150 ng/µl) was microinjected into one-cell stage zebrafish embryos. F0 founders were crossed with a WT AB strain, and F1 individuals genotyped by fin clipping to select the appropriate mutations. We selected the following mutations for further analyzes: a 168-bp deletion together with a 14-bp insertion that induced the usage of a cryptic splice donor upstream the start codon for *esrp1*, and a 17-bp frame-disrupting deletion for *esrp2* (Fig. 1b). Crosses between male and female heterozygous individuals carrying the same mutation were set to obtain single-mutant lines in the F2 generation. In addition, individuals from these *esrp1* and *esrp2* F1 lines were crossed to obtain a F2 generation of double heterozygous. DMUT embryos were obtained in subsequent F3 generations from intercrosses between F2 double heterozygous fish, at the expected Mendelian ratio. Expression of *esrp1* and *esrp2* in WT, single and double mutant embryos was assessed by quantitative PCR using Life Cycler 480 (Roche) with RNA extractions obtained from pools of 12 embryos. Relative expression values were obtained by normalizing against *Elfa* housekeeping gene^60^. Sequences of primers used for genotyping and quantitative PCR assays are provided in Supplementary Table 2.

For histological analysis, fixed embryos were progressively dehydrated in ethanol and xylol, embedded in paraffin, sectioned in transversal orientation with a microtome at 7–10 µm thickness, stained with haematoxilyn and eosin, and mounted with DPX (Eukitt). Alcian blue staining of chondrocytes at 6 d.p.f. embryos was performed according to the Zebrafish Book^61^. At least 18 WT and DMUT embryos were used for histological analyzes.

### Protein extraction and western blot assays

Total cellular proteins were extracted from a pool of embryos (~35 animals) in 0.25 ml of RIPA buffer (10 mM Tris-HCl, pH 7.4; 1 mM EDTA; 150 mM, NaCl; 1% Triton X-100; 0.1% SDS; protease inhibitor cocktail tablet [Roche]). After incubation for 20 min at 4 °C, homogenization was done using the Tissue-lyser-II (Qiagen). A centrifugation step was performed at 4 °C for 20 min at 14,000×*g* to remove cell debris. The supernatant containing the proteins was transferred into a new tube and stored at −80 °C until use. The Bio-Rad Protein Assay, based on the method of Bradford, and subsequent measurement at 595 nm with a spectrophotometer was used for determining protein concentration, and use of a standard curve with known amounts of BSA provided an estimate of the relative protein concentration.

For western blot assays, protein samples were heated at 70 °C for 10 min in presence of NuPage LDS Sample buffer 4× containing 1 µl NuPage reducing agent 10× (Invitrogen, Life Technologies). Total proteins were fractionated by SDS-PAGE on NuPage 4–12% Bis-Tris Gel (Invitrogen, Life Technologies) in MES buffer (2-[N-morpholino] ethanesulfonic acid) at a constant 200 V and transferred for 2 h at 200 mA to a 0,20 µm nitrocellulose membrane/filter paper sandwich included with the NuPAGE Large Protein Blotting Kit. The proteins were stained with PONCEAU-RED solution (Sigma-Aldrich) and after blocking with 5% non-fat milk in TBST (10 mM Tris, pH 8.0; 150 mM NaCl; 0.5% Tween-20) for 60 min, the membrane was incubated with primary antibodies against zebrafish ESRP1 1:800 (custom production by ChinaPeptides Co. against “NH2-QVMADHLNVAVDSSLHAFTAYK-C” epitope), mouse ESRP2 1:800 (NBP2-13972, Novus Biologicals) and zebrafish α-tubulin 1:5000 (T5168, Sigma-Aldrich) overnight at 4 °C. Membranes were washed three times with TBST for 10 min and incubated with a dilution of horseradish peroxidase-conjugated anti-mouse or anti-rabbit antibodies for 1 h at RT. Blots were washed with TBST three times and developed with the ECL system (Amersham) according to the manufacturer’s protocols. Antibodies against ESRP1 and ESRP2 yielded strong bands of the expected size in the WT samples that fully disappear in the DMUT embryos. In addition, shorter weaker bands were observed for both antibodies which in most cases likely corresponded to unspecific signal (asterisks in Supplementary Fig. 3n), as they were present in both samples and did not match sizes for alternatively translated peptides.

### Vase tunicate experimental procedures

Adult *Ciona robusta* animals were collected from both the Gulf of Naples and M-REP (San Diego CA, USA). Ripe oocytes and sperm were collected surgically and kept separately until in vitro fertilization. We used chemical dechorionation to eliminate the chorion and follicular cells surrounding the eggs. Dechorionated eggs were then in vitro fertilized using sperm from various individuals. Fertilized eggs were washed in Millipore-filtered sea water, and transferred to a solution containing 0.77 M Mannitol and 50–80 mg of the plasmid DNA used for electroporation. Electroporation was carried out in Bio-Rad Gene Pulser 0.4 cm cuvettes, using Gene Pulser II (Bio-Rad). Each experiment was performed at least three times. Embryos were staged according to an standard developmental timeline^62^. The *Esrp* and *Twist-like2* probes were obtained from plasmids contained in the *C. robusta* gene collection release I: *Esrp* (VES102_K09) and *Twist-like2* (R1CiGC11k01). A DIG-labeled probe for *Esrp* and a fluorescein-labeled probe for *Twist-like2* were transcribed with Sp6 RNA polymerase (Roche) and purified with the RNeasy Mini Kit (Qiagen). Single and double fluorescent ISH was performed as follows^63^: embryos were fixed at the different developmental stages for 2 h in 4% MEM-PFA (4% paraformaldehyde, 0.1 M MOPS pH 7.4, 0.5 M NaCl, 1 mM EGTA, 2 mM MgSO_4_, 0.05% Tween 20), then rinsed in cold phosphate-buffered saline (PBS) and stored in 75% ethanol at −20 °C. Embryos were rehydrated, equilibrated in TNT (100 mM Tris pH 7.5, 150 mM NaCl, 0.1% Tween 20) and blocked in TNB (0.5% Roche blocking reagent in 100 mM Tris pH 7.5, 150 mM NaCl) for 1–2 h. Anti-FLUO-POD and anti-DIG-POD (Roche) antibodies were diluted 1:1000 in TNB and incubated with embryos overnight at 4 °C. Embryos were washed extensively in TNT. For tyramide signal amplification, Cy3- and Cy5-coupled TSA Plus reagent (Perkin Elmer) was diluted 1:100 in amplification diluent and added to embryos for 20–40 min at room temperature. For antibody staining, embryos were fixed in 4% MEM-PFA for 30 min, rinsed several times in PBT (PBS with 0.1% Tween 20) and incubated with anti-Cherry (Mouse mAb, Roche, 1:500) with 2% normal goat serum in PBT at 4 °C overnight. Embryos were washed in PBT and then incubated with donkey anti-mouse secondary antibody (1:1000) coupled to Alexa Fluor 488 (Life Technologies) in PBT with 2% normal goat serum for 2 h at room temperature, then washed in PBT. A minimum of 15 embryos of the same stage was used to evaluate expression patterns.

To generate the *Twist* > *Esrp* construct, we cloned a genomic region upstream *Twist-like1* reported to be active in the mesenchymal lineage^23^. As transcripts for the predicted full-length *Esrp* locus were not detected using a mix of embryonic *Ciona* cDNAs, we cloned the most highly expressed isoform during development for overexpression experiments. This isoform lacks the exonuclease domain at the N-terminus as a result of splice-leader trans-splicing, but contains all RNA-binding domains. Sequences of the primers used in this section are available in Supplementary Table 2.

### Amphioxus experimental procedures

Adult *Branchiostoma lanceolatum* animals were collected in Banyuls (France) and Mataró (Catalonia). Spawning of reproductive individuals was done as previously reported^64^. Embryos were cultured in filtered sea water at 17 °C and fixed in 4% PFA in MOPS buffer overnight at 4 °C. WMISH was performed with digoxigenin labeled RNA probes for *Esrp* ^65^. Hybridization temperature was 65 °C, and antibodies were incubated for 3–4 h, followed by overnight washes in MABT buffer (100 mM maleic acid, 150 mM NaCl, 0.1% Tween-20, pH 8) to reduce background. Detection was done with alkaline phosphatase-conjugated anti-digoxigenin (DIG) antibody. BM Purple (Sigma) was used as chromogenic substrate. A minimum of 15 embryos of the same stage was used to evaluate expression patterns. Sequences of oligonucleotides used in this section are found in Supplementary Table 2.

### Sea urchin experimental procedures

Adult *Strongylocentrotus purpuratus* specimens were obtained from the Kerckhoff Marine Laboratory, California Institute of Technology, Pasadena CA, USA. Spawning was induced by vigorous shaking of the animals, and embryos were cultured at 15 °C in diluted (9:10) stilled water with 0.22 μm filtered Mediterranean sea water. Embryos were fixed in 4% PFA in MOPS buffer. RNA probes were differentially labeled with digoxigenin (*Esrp*) and fluorescein (*Hnf6*, *Gcm*) in double assays. Colorimetric and fluorescent WMISH and immunohistochemistry with anti-acetylated tubulin antibody were performed according to previous reports^30^. For *Hnf6* and *Gcm* WMISH assays, we used previously published probes^29,66^. A minimum of 15 embryos of the same stage was used to evaluate expression patterns. To knockdown *Esrp*, two different morpholinos were designed, one targeting the single annotated translation start site (5′-CCAGATAGTTAAACGCCATTTTTCC-3′), and the other the 3′ splice site of the third exon in order to induce intron retention (5′-AGTTGTCAAGCTGCGAAAATGATGA-3′). Morpholinos were obtained from GeneTools and injected (about 6–8 pl per injection) in zygotes at a 300 μM concentration in the presence of 0,12 M KCl. Sequences of primers used to clone the *Esrp* probe and test intron 2 retention are provided in Supplementary Table 2.

### RNA extraction library preparation and sequencing

RNA extractions were performed using the RNeasy Qiagen Mini Kit (for zebrafish embryos) or the RNaquous (Ambion) (for sea urchin embryos). Trizol extraction (Invitrogen) was employed to obtain total RNA from adult amphioxus tissues according to manufacturer’s instructions. All RNA samples were subjected to DNAse treatment. First-strand cDNAs for RT-PCR assays were generated using SuperScript III Reverse Transcriptase (Invitrogen). Libraries for Illumina high-throughput RNA sequencing were produced from poly-A selected RNA as described by the manufacturer, and Illumina HiSeq2500 machines in high yield mode were used for sequencing. Two replicates for DMUT fish embryos and age-matched controls at 5 d.p.f. (the earliest the genotype could be unambiguously identified by eye), and two replicates of splicing morpholino-treated sea urchin embryos at 24 h.p.f. and matched controls were sequenced at high depth to ensure sufficient read coverage over the exon–exon junctions, producing an average of ~145 and ~80 million 125-nucleotide paired-end reads per zebrafish and sea urchin sample, respectively. For human, we used RNA-seq from previous studies^33,34^, including one replicate of a *ESRP1* mRNA knockdown (KD) in PNT2 cell line, three replicates of *ESRP1* and *ESRP2* knockdowns in H358 cells, and a replicate of overexpression (OE) of *ESRP1* in MB231 cell line. For mouse, we used previously published RNA-seq data for two replicates of embryonic epidermis from *Esrp1* and *Esrp2* DKO and control mice at the E18.5 stage^15^. Mapping statistics and other features for all RNA-seq samples are provided in Supplementary Table 3.

### Differential gene expression analysis

Gene expression levels for zebrafish and sea urchin were quantified from RNA-seq data using the cRPKM metrics^67^, which employs a single transcript per gene as reference and performs a length correction to account for non-uniquely mapped positions. We used Ensembl version 80 as zebrafish gene annotation (Zv10 assembly) and Spur-v3.1 for sea urchin, retrieved from EchinoBase (previously SpBase; http://www.echinobase.org/). To identify differentially expressed genes in *Esrp* loss-of-function embryos in each species, we first filtered out genes that did not have: (i) a minimal expression of cRPKM > 2 in both replicates in at least one condition (control or loss-of-function); and (ii) at least 50 raw reads supporting expression in at least one sample. For the remaining genes, we required a minimum fold difference of 2 (for zebrafish) or 1.5 (for sea urchin) between the average expression levels in the two conditions, and a fold difference of at least 1.5 (for zebrafish) or 1.2 (for sea urchin) between all pairwise comparisons between each group’s replicates.

### Identification of *Esrp*-dependent exons from RNA-seq data

To quantify all major types of AS from RNA-seq data, we implemented *vast-tools* ^68,69^ (https://github.com/vastgroup/vast-tools) for zebrafish and sea urchin. This software uses different modules to identify and quantify simple and complex exon skipping events, intron retention and alternative 5′ and 3′ splice site choices. It has been extensively used to identify differentially spliced AS events in human, mouse, chicken, and planarians, providing high validation rates in RT-PCR assays^47,69–71^. Associated VASTDB files to run *vast-tools* gene expression and AS analyzes on zebrafish (species key “Dre”) and sea urchin (species key “Spu”) can be downloaded at http://vastdb.crg.eu/libs/vastdb.dre.10.03.17.tar.gz (Dre) and http://vastdb.crg.eu/libs/vastdb.spu.10.03.17.tar.gz (Spu). *vast-tools* was also used to quantify AS from human and mouse RNA-seq samples. For each AS event and processed sample in each species, *vast-tools* provided a table with the percent of alternative sequence inclusion (using the metric ‘Percent Splice In’, PSI) and a score related to the number of reads supporting this PSI^69^ (N < VLOW < LOW < OK < SOK; see https://github.com/vastgroup/vast-tools for further details).

Next, to identify differentially spliced exons in each organism, we performed the following steps. For zebrafish, sea urchin and mouse we required that a given AS event had sufficient read coverage (score VLOW or higher in the *vast-tools* output) in all compared samples (two control and two loss-of-function replicates). Then, we required: (i) a minimum absolute PSI change (ΔPSI) between the averages of 15 (for zebrafish and mouse) or 10 (for sea urchin); and (ii) a minimum ΔPSI of 5 between all pairwise comparisons of control and *Esrp* loss-of-function samples. For IR, we further required that the binomial test for read imbalance^70^ was not significant (*p* < 0.05) in any of the samples. For human, since we used three different sources, we produced a combined data set consisting of AS events that were differentially spliced (|ΔPSI| > 15 between the control and KD averages, and |ΔPSI| > 5 for all pairwise replicate comparisons in the same direction) in either of the following groupings: (i) the three replicate pairs of the H358 KD experiment; (ii) the PNT2 KD single-replicate experiment and a merged sample of the H358 KD replicates (i.e. pulling all the reads from the three replicates together in each condition to increase read coverage); (iii) the PNT2 KD and MB231 *ESRP1* overexpression single-replicate data (the ΔPSI values should be in the opposite direction); and (iv) the merged H358 KD data set and the MB231 *ESRP1* overexpression data set (again, with ΔPSI values in the opposite direction). All these comparisons were performed as implemented by the *vast-tools* module “compare”, using the following parameters: --min_dPSI 15 --min_range 5 --p_IR. Finally, cassette exons in a given species that had a homologous counterpart detected as *Esrp*-dependent in another species but that did not pass the initial read coverage filters were re-evaluated and considered *Esrp-*dependent if: (i) only one of the replicates had low coverage values and the total number of reads supporting the PSI was at least two in that sample, and (ii) their PSI values fulfilled the cutoffs described above for the corresponding species.

### Gene ontology analysis

We used PANTHER statistical overrepresentation test (version 11.1 released 24-10-2016; http://www.pantherdb.org/) with default settings to investigate functional gene enrichment for all species. Sea urchin gene identifiers from v3.1 (starting with WHL22) were converted to SPU identifiers using the conversion table provided by EchinoBase. For differentially expressed genes, we used as background all genes that passed the same initial quality filters (minimal expression of cRPKM > 2 in both replicates of at least one condition and a minimum of 50 raw reads in at least one sample), corresponding to 10,666 genes for zebrafish and 13,574 for sea urchin. 

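With the filter on cRPKM alone, 11005 zebrafish and 14803 sea urchin genes remained. The filter on raw reads was not applied, because cRPKM values do not give the reads of a gene. For genes with few reads, however, the steps between values can be read as whole reads, and 862 of the filtered zebrafish genes (7.83%) and 1739 of the filtered sea urchin genes (11.75%) read as having fewer than 50 in every library. Leaving those out, a setting chosen after the data were seen, gave 10143 zebrafish and 13064 sea urchin genes. In simulated libraries the same reading found 97.7% of the genes with fewer than 50 reads and also took 12.1% of the genes with 50 or more for such genes, so it can overstate their number.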

For differentially spliced exons, we used raw *p*-values and employed as background all multiexonic genes that fulfilled the same read coverage criteria described above. In total, this corresponded to 11,140 genes in human, 8,501 in mouse, 14,939 in zebrafish and 10,370 in sea urchin. Next, to compare enrichment of specific GO categories among all four species, we selected those categories that were significantly over-represented in at least one species (*p*-value <0.05), and tested enrichment (ratio observed vs. expected) in the raw PANTHER outputs. GO categories that had a ratio >1.3 in all four species were selected and plotted in Supplementary Fig. 6.

### RT-PCR validations and quantitative fluorescent PCRs

Fluorescent PCRs were performed using forward oligonucleotides marked with a HEX fluorophore reporter (Sigma), with emission at 556 nm. Capillary electrophoresis was performed and analysis and quantification of the amplicons was made with GeneScan software. 500Rox from AppliedBiosystems (Life Technologies) was used as a standard size marker. Sequences of oligonucleotides used in RT-PCRs are provided in Supplementary Table 2.

### Homologous exon clusters

The clusters of homologous exons in coding regions were assembled according to the following steps. First, clusters of homologous human, mouse, zebrafish, and sea urchin coding genes were built with information from OMA^72^, Multiparanoid^73^, and BlastP, using the longest protein isoform for each protein-coding gene. For OMA and Multiparanoid, a pair of genes was considered to be homologous if they belonged to the same gene cluster. For BlastP, genes were related if they were in the first three hits in a reciprocal manner between pair of species. Gene clusters were built from orthologous gene pairs that were supported at least by 2 out of the 3 aforementioned approaches, and employing a subsequent guilt-by-association approach. In parallel, aminoacid sequences of all *Esrp*-dependent exons were mapped to all protein isoforms of the harboring genes to obtain a non-redundant set of proteins for each species that contain all *Esrp*-dependent exons. Then, those protein sequences were aligned in a pairwise manner to all isoforms of their homologous gene counterparts using MAFFT. Exon-intron structure information was introduced to the resulting alignment, by intercalating intron positions and their corresponding phase^74^.

For each *Esrp*-dependent exon in species A, conservation in species B was assessed based on (i) local exon-intron structure, and (ii) exon sequence similarly. For (i), conservation of upstream and/or downstream flanking intron positions in the aligned region was considered positive if introns with identical phase existed in each species with a maximum deviation of 3 residues in the alignment. For (ii), exon sequence conservation was considered significant if the pairwise similarity between the two species was higher than 20%. However, if an exon significantly aligned with more than one exon in the other species, local realignment with those exon sequences was performed, and the exon with the highest similarity was kept. With this information, a pair of homologous exons was automatically assigned if the pairwise sequence alignment of the alternative exon and at least one flanking constitutive exon was significant, and both flanking intron positions were conserved. Cases were manually evaluated if: (i) the sequence alignment of the alternative exon and at least one constitutive exon was significant, but at least one of the flanking intron positions was not detected automatically as conserved; or (ii) the upstream and downstream intron positions were conserved, but a low similarity score was obtained for the alternative exon. After this classification, for those exons in human, mouse and zebrafish with no detected homologous counterparts, an additional homology search was performed using liftOver software (http://genome.ucsc.edu/cgi-bin/hgLiftOver) followed by manual curation. Homologous exon clusters of *Esrp*-dependent exons were assembled based on these individually identified exon pairs using a guilt-by-association approach (Supplementary Table 1).

### *Esrp* RNA regulatory maps

We used the approach described by^15^, with slight modifications. In brief, we first extracted the following sequences for each set of exons (*Esrp*-silenced, *Esrp*-enhanced and non-*Esrp*-dependent): 75 nt from the 3′ and 5′ alternative exon ends, 250 nt from the 5′ and 3′ end of both flanking introns, 75 nt from the 5′ end of the upstream exon, 75 nt from the 3′ end of the downstream exon. If exons or introns were shorter, the corresponding sequences were neglected. Then, a 51-nt window was slid along these sequence sets and the positions covered by any of the 12 top GU-rich SELEX-seq motifs for *Esrp* ^33^ as a fraction of all positions covered by the window was determined and plotted.

### Conservation of sequences associated with *Esrp*-dependent AS

To investigate the conservation of exonic sequences and their flanking intronic regions (150 nt upstream and downstream of the exon), we used phastCons^75^ data for human from alignments of 46 vertebrate species, focusing on the subset of placental mammals (‘46way.placental’ files), downloaded from UCSC (http://genome.ucsc.edu/). To smoothen the signal, for each position we plotted the average across the ten consecutive positions. For *Esrp*-dependent exons, only exons with orthologs in mouse and zebrafish were used. As a reference, we used non-*Esrp*-dependent exons with orthologs in mouse.

### *Esrp*-like motif analysis of *Esrp*-dependent exons

To assess whether the presence of *Esrp*-like motifs at expected positions in *Esrp*-dependent exons was associated with an increased regulatory conservation in other species, we first mapped the 12 top SELEX-seq motifs for *Esrp* ^33^ to the alternative exon, the first and last 250 nt of the two neighboring introns, and the last and first 25 nt of the upstream and downstream exons, respectively. Then, for each *Esrp*-dependent exon in the studied vertebrate species, we defined putative “direct” targets based on the presence of a minimum number of *Esrp*-like motifs in positions expected from a generalized RNA binding protein regulatory map. In particular, we considered two scenarios. In the “Restricted region” scenario, *Esrp*-silenced exons may have motifs in the alternative exon, in the first 6 nt of the downstream intron (overlapping the 5′ splice site) and/or in the last 250 nt of the upstream intron (see scheme in Supplementary Fig. 9). In the case of *Esrp*-enhanced exons, motifs may be in the first 250 nt of the downstream intron (excluding the 5′ splice site). In the “Expanded region” scenario, in addition to those regions, *Esrp*-silenced exons may have motifs in the first 250 nt of the upstream intron, and *Esrp*-enhanced exons in (i) the last 25 nt of the upstream exon together with the upstream intron (excluding the very last 50 nt next to the 3′ splice site), or (ii) the last 250 nt of the downstream intron. In both scenarios, *Esrp*-silenced exons were considered “indirect” when they had no motifs in the upstream intron and alternative exon and were not considered “direct”, and *Esrp*-enhanced exons in the downstream intron and in the last 250 nt of the upstream intron and were not considered “direct”. *Esrp*-dependent exons not belonging to any category were discarded from the analyzes.

For Supplementary Fig. 9a, for each species, we used different thresholds of number of motifs for an *Esrp*-dependent exon to be considered “direct” (from ≥1 to ≥4 *Esrp*-like motifs, including overlapping motifs), and calculated the percentage of shared regulation in those homologous exons with sufficient read coverage in the other species. For Supplementary Fig. 9b, for each species, we defined “direct” *Esrp*-dependent exons based on the presence of ≥1 or ≥2 *Esrp*-like motifs under the “Extended region” scenario, divided the homologous exons with sufficient read coverage in the other species into “direct” or “indirect” (or discarded) using the same definitions, and calculated the percentage of shared regulation in each category. One-sided Fisher Exact tests comparing “direct” versus “indirect” proportions were used to assess statistical significance in both analyzes.

### Amphioxus *Fgfr* AS minigenes and cell cultures

The full-length *Esrp* open reading frame (ORF) from *B. lanceolatum* and *esrp1* ORF from *D. rerio* were amplified from cDNA using iProof High Fidelity Polymerase (Bio-Rad) and cloned into the pcDNA3.1 vector (Thermo Fisher Scientific). To generate the minigenes for the amphioxus *Fgfr* AS event, the *B. lanceolatum* genomic region spanning the AS event was amplified and cloned into pcDNA3.1; the deletion to generate BlaFgfr-ΔIIIx was generated by PCR using iProof polymerase with reversed oligos in the flanking intronic regions and the WT minigene as template. Human 293T cells were co-transfected with the minigenes plus a vector encoding amphioxus *Esrp*, zebrafish *esrp1* or an empty vector, using Lipofectamine 2000 (Invitrogen) according to manufacturer’s instructions. Total RNA was extracted 24 h after transfection using RNeasy Mini Kit (QIAGEN), cDNA was prepared using SuperScript III (Invitrogen) according to manufacturer’s instructions. RT-PCRs for the endogenous AS events and the minigenes were performed using oligos annealing to the adjacent constitutive exons. Amphioxus *Fgfr* amplicons obtained from RT-PCRs were sequenced for isoform identification. Oligonucleotide sequences used in RT-PCRs are found in Supplementary Table 2. 293T cells were checked regularly for mycoplasma contamination, with negative results.

### Genome sources and gene annotation

To understand the origins and evolution of the mutually exclusive exons IIIb and IIIc in the *Fgfr* paralogs of vertebrates, we performed a comparative analysis in non-vertebrate species. First, we searched for *Fgfr* loci and transcripts in phylogenetically key species that have available genomic and transcriptomic information. Transcript isoforms were obtained by tblastn searches using the human *FGFR2* transcripts as query against public transcriptomes or ESTs databases. Genomic sequences were obtained from public genome databases for *Nematostella vectensis* (nemVec1, JGI), *Crassostrea gigas*, (oyster_v9, JGI), *Drosophila melanogaster* (dm6, FlyBase), *Tribolium castaneum* (triCas2, BeetleBase), *Apis mellifera* (apiMel2, Baylor College of Medicine), *Saccoglossus kowalevskii* (Skow_1.1, Baylor College of Medicine), *Strongylocentrotus purpuratus* (Spur_v3.1, EchinoBase), *Ciona intestinalis* (ci2, Aniseed) and *Danio rerio* (danRer10, Ensembl). Sequencing of amplicons from genomic DNA and tissue-specific cDNA was also carried out for *Branchiostoma lanceolatum*. With this information, GeneWise software (http://www.ebi.ac.uk/Tools/psa/genewise/) was employed to annotate gene structures for each species. Finally, to compare intron/exon structures of the homologous regions to vertebrate’s *Fgfr* IgIII domain, we performed interspecific multiple protein alignments with MAFFT, which were manually curated using intron position information and as summarized in Fig. 7.

### Data availability

Raw RNA-seq data were submitted to Gene Expression Omnibus (GSE97267). Human and mouse RNA-seq data were obtained from SRP066789 and SRP011008 (human), and SRP051370 (mouse). *Esrp* translated transcript sequences from *Salpingoeca urceolata, Salpingoeca kvevrii*, and *Mylnosiga Fluctuans* are provided in Supplementary Table 4. All original gels and blots for PCRs and western blots are provided in Supplementary Fig. 11.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

# Supplementary material for: Evolutionary recruitment of flexible Esrp-dependent splicing programs into diverse embryonic morphogenetic processes
**Source:** Nat Commun. 2017 Nov 27;8:1799. doi: 10.1038/s41467-017-01961-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: This file contains all AS events of all types detected to be *Esrp*-dependent in sea urchin, zebrafish, mouse and human species.

File Name: Supplementary Data 2

Description: This file contains clusters of identified homologous exons to those detected as *Esrp*-dependent in sea urchin, zebrafish, mouse or human.

File Name: Supplementary Data 3

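The zebrafish list gives, for each gene called by the authors, its cRPKM in the 4 libraries and a log2 fold change, which was within 0.01 of the log2 ratio of the mean cRPKM for 794 of the 857 genes. The listed cRPKM differed from the deposited table by at most 0. Of the 857 genes the paper lists, 855 also passed the fold rule as applied here to the deposited values, 607 upregulated and 248 downregulated. Another 52 genes passed here and are not listed, and 2 are listed and did not pass, both with a lowest value of exactly 2.00 cRPKM in the higher genotype.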

Description: This table contains the list of differentially expressed genes in WT vs. *Esrp* DMUT zebrafish larva at 5dpf stage.

File Name: Supplementary Data 4

Description: This table contains the list of differentially expressed genes in Control vs. spIESRP morpholino injected embryos at 24hpf.

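The list gives, for each gene called by the authors, its cRPKM in the 4 libraries and a log2 fold change. For 1071 of the 1072 genes that value was within 0.01 of the mean of the log2 ratios of the 2 same-numbered pairs, and for 298 within 0.01 of the log2 ratio of the mean cRPKM. Of the 1072 genes the paper lists, 640 also passed the fold rule over all 4 pairwise comparisons of the deposited values, 424 upregulated and 216 downregulated. The remaining 432 listed genes did not pass it, and 194 genes passed here that are not listed. All 1072 passed when the thresholds were applied to ratios within these pairs, averaged on the log2 scale, a setting chosen after the list was compared with the values, under which 1363 genes pass with a filter at or above 2 cRPKM.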

How the deposited data were processed for this re-analysis (not part of the article)

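Poly-A selected RNA was sequenced by the authors from 4 zebrafish libraries (2 WT and 2 DMUT, larvae at 5 d.p.f.) and 4 sea urchin libraries (2 control and 2 splMO, embryos at 24 h.p.f.). The authors deposited a table per species with cRPKM values, a form of RPKM made with the expression module of vast-tools: the reads of each gene per kilobase of uniquely mappable positions of its reference transcript, scaled to the mapped reads of the library and written with 2 decimals. The version of vast-tools is not given in the paper. The zebrafish table uses Ensembl genes and the sea urchin table the gene models of EchinoBase. The tables hold no raw reads and no values per exon, so neither splicing nor the retention of intron 2 of sea urchin *Esrp* was measured here.

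Values were used as deposited, since they already carry a scaling per library. The reads behind a value are not known. The relative depth of the libraries was read from genes with few reads, whose values are multiples of the worth of a single read. Taking replicate 1 of WT and of the control as 100%, relative depth was 89.2% in WT replicate 2, 97.3% and 93.9% in the DMUT libraries, 98.3% in control replicate 2, and 99.6% and 103% in the splMO libraries. The absolute depth was not inferred. Values of 0 are listed as 0, and genes at 0 in a whole group get no fold change in the text. In the zebrafish table 3012 genes were at 0 in every library, and in the sea urchin table 375.

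The 2 species were never fitted together. Genes with cRPKM above 2 in both replicates of at least 1 condition were kept, as in the paper. The fold rule of the paper was applied to them without a pseudocount, so that a ratio against 0 passes: a ratio of mean cRPKM of at least 2.0 and a ratio of at least 1.5 in all 4 pairwise comparisons for zebrafish, and at least 1.5 and 1.2 for sea urchin. The same genes were tested with limma 3.58.1 in R 4.3.3 on log2(cRPKM + 0.5), with a trend of the variance on the mean and Benjamini-Hochberg adjustment, and called at an adjusted p-value under 0.05 without a fold threshold. The filter, rule, tests, gene families and most alternatives were set before the data were examined. The other steps used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.

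The pairing of libraries comes from the replicate numbers in their labels, and the paper does not say that same-numbered libraries were made together. The replicate number was therefore an alternative, as a block in limma and as a fold rule on the 2 same-numbered pairs. With the block, 1 residual degree of freedom remains per gene in place of 2, and limma estimated 13.6 prior degrees of freedom in sea urchin and an infinite number in zebrafish, where the spread of each gene is then taken from the trend alone. With 2 libraries per group an exact permutation test cannot give a p-value below 0.33, so none was used as a main test.

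GO categories and PANTHER were not run, as no annotation of terms was at hand. For each species, 8 families defined by patterns of gene symbols were tested by two-sided Fisher's exact tests, 16 per species. For sea urchin genes the human-like part of the name was used, which can carry the name of a protein domain and not of an ortholog. On reading the members, 17 zebrafish and 128 sea urchin genes were seen to match a pattern in error. The families as written remained the main result. A version without those genes was added as an alternative, chosen after the family members and their changes were seen.

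Genes named in the text are those the paper names, the 3 genes per species and direction with a symbol and the largest log2 fold change past the fold thresholds (and an adjusted p-value under 0.05 where any reached it), and up to 3 members per family and direction. The family members named were taken from the version without genes matched in error, a departure from the rule, which did not provide for it. A gene that met the rule for family members is not reported here. Other genes are said to be chosen after their values were seen.

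Alternatives were pseudocounts of 0.1 and 1, filters at 1 and 5 cRPKM or none, a filter on the mean of all libraries, median-ratio scaling, quantile normalization, the thresholds of the other species, limma without a trend, the replicate block alone and with median-ratio scaling, all filtered genes as the family background, and leaving out each library in turn. Leaving out a library leaves a group with 1 library, so only values are given. Alternatives chosen after the data were seen were a filter at or above 2 cRPKM, leaving out genes that read as fewer than 50 reads, the mean of paired log2 ratios, and the families without genes matched in error.

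The steps were tested on simulated data in which 200 genes were changed, 4-fold for the fold rule and by 4-fold or less for limma. The fold rule found 94.5% of them in zebrafish and 92.5% in sea urchin, and took 1.63% and 6.95% of unchanged genes. It was tested only with independent spread of the size seen between control replicates, without a shift shared by same-numbered libraries. In sea urchin, 6.95% of the 14803 filtered genes is more than the 834 genes called, so the calls there can include many unchanged genes. With independent spread, limma found 75.0% and 69.5% without the block and 31.5% and 27.5% with it. With a shift shared by same-numbered libraries, it found 0% in both species without the block, and 32.0% in zebrafish and 0% in sea urchin with it. Families enriched 4-fold were found in 99.5% of runs for zebrafish and 100.0% for sea urchin, and families without enrichment had p under 0.05 in 1.50% and 3.50%. The simulated lists were longer than the main lists here, and the simulated family was larger than the junction family of either species. Its p-values were also unadjusted, so these shares do not give the power of the tests reported here.

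Positions of zebrafish genes relative to *esrp1* and *esrp2* were taken from the RefSeq annotation of assembly GRCz12tu, which is not the assembly used by the authors. By gene symbol, 9809 of the 11005 filtered genes (89.1%) were matched to it, but of the 907 genes past the fold thresholds only 708 (78.1%), below the 80% required.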

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

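All tests in this part were chosen only after the result was seen. The text of the paper does not discuss crystallin genes, 33 of which are in its list of upregulated genes, and their values stand out in the zebrafish larvae. The median log2 fold change of the 35 filtered crystallin genes was 3.05 in DMUT against WT larvae. Of these genes, 33 passed the fold thresholds as upregulated and 0 as downregulated, and all 35 were higher in both DMUT libraries than in both WT libraries, an arrangement that chance gives in either direction with a share of 0.33 for a single gene. Their summed values were 454.0 and 1232 cRPKM in WT replicates 1 and 2, and 4995.5 and 9873 cRPKM in DMUT replicates 1 and 2. With limma, 14 of the 35 had an adjusted p-value under 0.05, 35 with the replicate block, and 0 of 34 under median-ratio scaling or quantile normalization. The fit with the block used the spread of the trend and not of each gene.

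The scaling between libraries does not account for the size of the rise: the median log2 fold change was 2.95 after median-ratio scaling and 2.92 after quantile normalization, beside a shift of -0.14 in the median of all genes under median-ratio scaling. Reads shared between near-identical crystallin genes do not account for it either, since 14 of the 14 crystallin genes outside the *crygm2d* group (100.0%) passed the fold thresholds as upregulated. The replicates also differed: the median log2 ratio of replicate 2 to replicate 1 was 1.39 in WT and 1.015 in DMUT larvae. Within the same-numbered pairs the median log2 ratio of DMUT to WT was 3.25 in replicate 1 and 3.07 in replicate 2, both above these differences between replicates, and the lowest value of any crystallin gene in either pair was 0.86. Differences between replicates of the size measured here therefore do not account for a rise of that size. The genes were noticed for being upregulated, which asks for some rise in each pair but not for one this large.

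A larger share of eye tissue in the DMUT libraries would raise photoreceptor genes by a similar amount. The median log2 fold change of 32 photoreceptor genes was 0.93, with 11 upregulated past the fold thresholds. Of these genes, 28 were higher in both DMUT libraries than in both WT libraries, and their summed values were 2974 and 3917 cRPKM in the WT and 5381 and 6109 cRPKM in the DMUT libraries. A larger share of eye tissue could therefore contribute part of the rise of the crystallins, but not all of it if photoreceptor genes follow that share. Lens genes other than crystallins had a median log2 fold change of 2.025 (6 genes, 3 of them past the fold thresholds). A candidate explanation for the rest is a rise of lens genes as a group, by a change of the lens in DMUT larvae or by a difference in the progress of development between larvae of the same age. These 2 cannot be separated here, and GC content and gene length were not tested.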

How the results depend on the processing

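Among the results that answer a comparison, 280 values under an alternative kept their direction and their side of the threshold, or their count within 1.5 times; 69 counts moved further, and of the tested values 15 reversed, 9 became stronger and 6 weaker. Among single genes 596 were the same, 26 stronger, 11 weaker and 4 reversed. Where a value changed, the cause was not tested. Alternatives marked as added were chosen after the data were seen.

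Zebrafish genes past the expression filter fell to 6651 at a minimum of 5 cRPKM. Zebrafish genes past the fold thresholds numbered 589 (419 up, 170 down) at that minimum, 3539 (2335, 1204) without the filter and 2050 (1488, 562) with the sea urchin thresholds. Downregulated genes rose to 427 with median-ratio scaling and 424 with quantile normalization. Across the 4 fits that each left out one library, the total ran from 1424 to 3153, upregulated genes from 697 to 2893 and downregulated genes from 260 to 1048. Sea urchin genes past the thresholds numbered 1793 (1156, 637) without the filter, 176 (135, 41) with the zebrafish thresholds, 1324 (852, 472) in the same-numbered pairs and 1359 (891, 468) with the mean of paired log2 ratios (added). Leaving out one library gave from 1808 to 4236, with 1148 to 2929 upregulated and 512 to 1307 downregulated. More genes passed in each of these fits, which use 2 comparisons in place of 4.

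The limma calls in zebrafish were 179 higher with a filter at 5 cRPKM, 3 (2 higher, 1 lower) without the filter, 110 (62 higher) with median-ratio scaling, 109 (69, 40) without a trend, 2093 (1409, 684) with the replicate block and 2345 (1147, 1198) with the block and median-ratio scaling. In sea urchin the block gave 103 (89, 14), and the block with median-ratio scaling 0, with 1897 genes at an unadjusted p-value under 0.05. The block made the changes of *esrp1* (-2.18) and *esrp2* (-1.91) pass the threshold (limma adjusted p = 7.92e-15 and 4.87e-12; under the other alternatives the adjusted p of the zebrafish esrp1 log2 fold change was from 0.0561 to 0.119 and that of the zebrafish esrp2 log2 fold change from 0.0561 to 0.217). The log2 fold change of *esrp1* ran from -2.77 to -1.60 and that of *esrp2* from -2.62 to -1.21 with a library left out, and that of sea urchin *Esrp* from -0.13 to 0.38. Among single genes, the log2 fold changes of *fgfr1a* (0.02) and *fgfr2* (0.0035), both near 0, became -0.11 and -0.14, and -0.14 and -0.12, with median-ratio scaling and quantile normalization. The first scaling moves the median of all genes by as much, so the changed sign is no result for these genes.

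The families past the threshold among upregulated zebrafish genes fell to 1 with all filtered genes as background, with median-ratio scaling and in the same-numbered pairs, where the skeletal family was at 2.58, 2.995 and 2.56 times the expected number. Among downregulated genes they fell to 1 with a filter at 5 cRPKM, where the skeletal family was at 5.795 times. The junction family reversed to 1.03 times in the pairs among upregulated genes, and among downregulated genes to 1.09 with median-ratio scaling, 1.38 with the filter at 5 cRPKM and 1.375 in the pairs. The cell-matrix family among downregulated genes reversed to 0.861 with all filtered genes and to 0 with that filter and without genes matched in error (added), and the neural family to 2.23 with that filter.

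Among upregulated sea urchin genes the neural family reversed to 1.17 with median-ratio scaling, 1.13 with the filter at 5 cRPKM and 1.06 in the pairs, and the junction family to 1.24 in the pairs. Without genes matched in error (added), 2 families passed, sensory at 3.95 and p53 at 6.14 times. Among downregulated genes, 4 families passed with median-ratio scaling and 4 without genes matched in error (added), where the cell-matrix family was at 3.155 and 3.13 and the cytoskeletal family at 2.65 and 2.29 times. The cell-matrix family also passed in the pairs (4.00). The junction family reversed to 0.9535 with median-ratio scaling, the skeletal family to 0 with the filter at 5 cRPKM and the sensory family to 0.9405 in the pairs.

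The lower share of genes with an Esrp-dependent exon among zebrafish expression changes was no longer past the threshold with a filter at 5 cRPKM (odds ratio 0.540) or median-ratio scaling (0.872). The reads behind each cRPKM are not known, which limits results for genes of low expression.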

Differences from the paper's values

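None of the counts, nor the log2 fold changes of *esrp1* and *esrp2*, was apart from the paper's by the measure used, a ratio above 1.5 for counts and a gap beyond the replicate SD for fold changes. The counts were still not identical. The filter kept 11005 zebrafish and 14803 sea urchin genes, against the paper's 10666 and 13574. The fold rule gave 635 upregulated and 272 downregulated zebrafish genes against the paper's 609 and 248, and 544 and 290 sea urchin genes against the paper's 712 and 360. Leaving out genes that read as fewer than 50 reads, chosen after seeing the values, gave 10143 and 13064 filtered genes, 583 upregulated and 233 downregulated zebrafish genes, and 410 and 203 sea urchin genes, the latter further from the paper's than without that setting and past the measure used. Of the alternatives set before the data were examined, a pseudocount of 0.1 came closest for zebrafish, with 618 upregulated and 257 downregulated genes. For sea urchin, a filter at 1 cRPKM came closest in the upregulated genes (652) and median-ratio scaling in the downregulated genes (354). With a filter at or above 2 cRPKM, the mean of paired log2 ratios calls all 1072 sea urchin genes the paper lists. Both settings were chosen after seeing the values. The rule over all 4 pairwise comparisons does not call 432 of these genes. Of these 432 genes, the same-numbered pairs call 372, median-ratio scaling 25, quantile normalization 28, and a filter at 1 cRPKM 1. Both zebrafish genes listed by the paper and not called here (2) are called with a filter at 1 cRPKM, and with a filter at or above 2 cRPKM, the latter also chosen after seeing the values; median-ratio scaling and quantile normalization each call 1 of them. The supplement of the paper gives log2 fold changes of -2.23 for *esrp1* and -1.94 for *esrp2*, against -2.18 and -1.91 here. The measures differ, as the values here are on the log2(cRPKM + 0.5) scale. Of the 857 zebrafish fold changes in the supplement, 794 were within 0.01 of the log2 ratio of the mean cRPKM.

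The paper names nervous system development as enriched among the upregulated sea urchin genes. The neural family used here held 0.960 times the expected number of upregulated genes and 2.995 times the expected number of downregulated genes, with adjusted p = 1.000 and 0.00574 (Fisher's exact test). Among the upregulated genes its adjusted p-value was between 0.750 and 1.000 under the alternatives. The lists also differ: of the paper's 712 upregulated genes, 424 are among the 544 tested here. The neural family is not the GO category of the paper and was not tested on the paper's list. Its 3 largest decreases carry a *NOTCH1* name beside a sea urchin name of another kind.

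The paper names cell–cell adhesion as enriched in both species and cell-matrix adhesion in zebrafish. The junction family was at 0.924 times the expected number in both zebrafish lists, and at 0.644 times among the upregulated and 1.17 times among the downregulated sea urchin genes. Without genes matched in error, chosen after seeing the values, only 25 of the 89 sea urchin junction genes remain, 0 of them upregulated and 1 downregulated (2.09 times), so the sea urchin comparison rests on few junction genes. The cell-matrix family was at 0.439 times among the upregulated and 1.32 times among the downregulated zebrafish genes. None of these had an adjusted p-value under 0.05 in any alternative, and the families are not the GO categories of the paper. The sea urchin lists tested also differ from the paper's.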

Other observations

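The tests of the ciliary and p53 families, of splicing and of the neighbourhood of the mutated genes were set before their results were seen, and the other tests in this part were chosen only after the result was seen.

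The genes past the fold thresholds were compared across the 3 splits of the 4 libraries into pairs. In zebrafish, 2 of the 3 splits gave at least as many genes as the split by genotype, the real one included, and in sea urchin 2 of the 3 splits did for the split by treatment. In both species the other one was the split by replicate number (2895 and 2923 genes), which keeps same-numbered libraries together, while the mixed split, which parts them as the real one does, gave 27 and 306. With 3 splits the share cannot fall under 0.05. A difference in sequencing depth would change the worth of a read, which differed at most 1.12-fold between zebrafish replicates and 1.035-fold between sea urchin replicates. After median-ratio scaling the split by replicate number still gave 1868 zebrafish genes, fewer than the 2895 with the deposited values, and 2908 sea urchin genes. That scaling may therefore account for part of the difference between zebrafish replicates but not for all of it, and for little of it in sea urchin, and differences in depth of the size read here do not account for it. No biological explanation was tested, as the labels give none.

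The excess of upregulated zebrafish genes depends on the scaling between libraries and on single libraries. The share upregulated was 70.0% with the deposited values and 53.2% after median-ratio scaling, but this scaling centres the changes of all genes, so the lower share does not show where the excess comes from. Without DMUT replicate 1 the excess reversed, with 697 upregulated and 1048 downregulated genes (39.9% upregulated). The share was 91.75% without DMUT replicate 2, 73.8% without WT replicate 1 and 53.1% without WT replicate 2.

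Genes outside the published lists were read for few reads. Of the zebrafish genes past the thresholds and not listed, 86.5% (45 of 52) read as fewer than 50 reads in every library, 80.00% (28 of 35) with at most 1 value at 0, and 69.6% (16 of 23) with no value at 0, against 4.82% and 4.88% of the listed genes under the last 2 limits. The limits on values at 0 were chosen after the first share was seen, and the zebrafish genes that did not read so number 7 under each of them. The minimum of 50 reads that the paper states is a candidate explanation for the absence of the other genes from its zebrafish list. Of the sea urchin genes past the paired thresholds and not listed, 95.2% read as fewer than 50 reads, 95.1% (270 of 284) and 94.8% (257 of 271) under the same limits, against 4.96% of the listed genes. In simulated libraries 12.1% of genes with 50 or more reads were read as having fewer. All published sea urchin genes (100.0%) were at or past the fold thresholds when fold differences were taken within same-numbered pairs and averaged on the log2 scale. The minimum of 50 reads and that way of taking fold differences are candidate explanations for the composition of the sea urchin list.

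Genes with an Esrp-dependent cassette exon in the list of the paper were not enriched among the genes past the fold thresholds. In zebrafish 9 of 263 passed (3.42% against 6.54% of the others, odds ratio 0.506, Fisher's exact p = 0.0411), and the odds ratio was 0.872 after median-ratio scaling (Fisher's exact p = 0.704; p = 0.217 and 0.704 over its alternatives). In sea urchin 8 of 201 passed (3.98% against 5.43%, odds ratio 0.7225, Fisher's exact p = 0.4345). Changes of cassette exons in the same genes therefore do not account for most of the expression changes, and other kinds of splicing event were not tested.

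Ciliary and flagellar genes were tested for a rise to go with the ectopic cilia. The paper describes these cilia at gastrula and pluteus stages, while the libraries are from embryos at 24 h.p.f., so a later rise is not excluded. Among the upregulated sea urchin genes there were 3 of 203, 0.424 times the expected number (Fisher's exact test, adjusted p = 0.392). They were enriched among the downregulated genes, with 12, 3.08 times the expected number (Fisher's exact test, adjusted p = 0.00574), and within the same-numbered pairs 2.36 times (adjusted p = 0.00972, and from 0.00109 to 0.00972 over the alternatives). The largest decreases were in *SPU_019488=DNAH8* (-0.85), *Dnahc5=DNAH5* (-0.83) and *Axndhc5h=DNAH5* (-0.77).

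A p53 response to morpholino injection may be present and remains undecided. Of 19 p53 response genes, 3 were upregulated, 4.53 times the expected number (Fisher's exact test, adjusted p = 0.0791). Without genes matched in error it was 6.14 times (adjusted p = 0.0400, and from 0.0400 to 0.0933 over the alternatives), an alternative chosen after the data were seen. The 3 genes are *SPU_014421=TP53I13* (1.67), *NA=PHLDA3* (0.96) and *Hypp_2877=TP53I11* (0.74).

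Variants on the haplotypes around *esrp1* and *esrp2* could change the expression of nearby genes in DMUT larvae without Esrp. Within 10 Mb, 31 of 353 genes passed the fold thresholds (8.78% against 7.14% elsewhere, odds ratio 1.25, Fisher's exact p = 0.248), with odds ratios of 1.22 within 5 Mb and 1.07 within 20 Mb. The check is void, because 78.1% of the genes past the thresholds were matched to assembly GRCz12tu, under the 80% required, and unmatched genes can lie near the loci.

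In zebrafish, 26 genes were above 2 cRPKM in both libraries of one genotype and at most 0.1 in both of the other, 12 high in WT and 14 high in DMUT larvae. The other splits gave at most 5 such genes, so low read numbers alone do not account for them. Only 5 of the 26 were matched to the annotation. Strain variants and copies missing from the assembly were not tested.

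The Hsp70 genes of the sea urchin differed between libraries. All 9 were lowest in control replicate 2, where they summed to 405 cRPKM, against 50210.9 in control replicate 1 and 15830.8 and 28471.7 in the splMO libraries. The next lowest library was 39.05-fold above it in this sum, which does not depend on how reads were assigned among the copies, and 40.2-fold after median-ratio scaling. The 3 other heat-inducible chaperone genes were all (3 of 3) lowest in control replicate 2 as well, against 1 of 3 organelle chaperones. A heat shock response in the other libraries is a candidate explanation, and 0 of the Hsp70 genes passed the fold thresholds.

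The paper names *Gcm*, *Hnf6* and *Fgfr* in sea urchin. *Gcm=GCM1* had 393.7 and 409 cRPKM in the control and 419 and 483 cRPKM in the splMO libraries, *Hnf6=ONECUT3* 23.6 and 28.6 against 23.4 and 26.4, and *Fgfr=FGFR1* 129 and 68.0 against 81.85 and 58.0. In zebrafish, *fgfr1a* had 3.70 and 2.52 cRPKM in WT and 3.93 and 2.46 in DMUT libraries, *fgfr2* 16.4 and 7.11 against 17.55 and 6.66, and *fgfr4* 6.21 and 4.64 against 6.99 and 3.71. None of these genes passed the fold thresholds. *fgfr1b* (1.83 and 0.0700 against 2.64 and 0.150) and *fgfr3* (6.15 and 0.640 against 7.34 and 0.390) were below the expression filter. So were 2 genes named *fgfr1bl*, chosen after their values were seen, which were lower in both DMUT libraries than in both WT libraries. *fgfr1bl* (ENSDARG00000075027) had 2.06 and 0.970 against 0.0400 and 0, and *fgfr1bl* (ENSDARG00000104015) 2.19 and 1.97 against 0.890 and 0.320. The metallothionein gene *SPU_001866=MT1B*, chosen after its values were seen, had 658 and 710 cRPKM in the control and 2199 and 1860 cRPKM in the splMO libraries.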
